# Analysis of microRNAs, phased small interfering RNAs and their potential targets in *Rosarugosa* Thunb.

**DOI:** 10.1186/s12864-018-5325-2

**Published:** 2019-04-18

**Authors:** Junqiang Guo, Qingyi Wang, Li Liu, Shuchao Ren, Shipeng Li, Peiran Liao, Zhigang Zhao, Chenyu Lu, Bingbing Jiang, Ramanjulu Sunkar, Yun Zheng

**Keywords:** *Rosa rugosa* Thunb., High-throughput sequencing, microRNA, Phased small interfering RNA (phasiRNA), SeqTar, Degradome, Bioinformatics

## Abstract

**Background:**

MicroRNAs (miRNAs) are small non-coding RNAs that play important roles by regulating other genes. *Rosa rugosa* Thunb. is an important ornamental and edible plant, yet there are only a few studies on the miRNAs and their functions in *R. rugosa*.

**Results:**

We sequenced 10 samll RNA profiles from the roots, petals, pollens, stamens, and leaves and 4 RNA-seq profiles in leaves and petals to analysis miRNA, phasiRNAs and mRNAs in *R. rugosa*. In addition, we acquired a degradome sequencing profile from leaf of *R. rugosa* to identify miRNA and phasiRNA targets using the SeqTar algorithm. We have identified 321 conserved miRNA homologs including primary transcripts for 25 conserved miRNAs, and 22 novel miRNAs. We identified 592 putative targets of the conserved miRNAs or tasiRNAs that showed significant accumulations of degradome reads. We found differential expression patterns of conserved miRNAs in five different tissues of *R. rugosa*. We identified three hundred and thirty nine 21 nucleotide (nt) PHAS loci, and forty nine 24 nt PHAS loci, respectively. Our results suggest that miR482 triggers generations of phasiRNAs by targeting nucleotide-binding, leucine-rich repeat (NB-LRR) disease resistance genes in *R. rugosa*. Our results also suggest that the deregulated genes in leaves and petals are significantly enriched in GO terms and KEGG pathways related to metabolic processes and photosynthesis.

**Conclusions:**

These results significantly enhanced our knowledge of the miRNAs and phasiRNAs, as well as their potential functions, in *R. rugosa*.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5325-2) contains supplementary material, which is available to authorized users.

## Background

Small non-coding RNAs (ncRNAs), ranging in sizes between 20 and 30 nucleotides, play crucial roles in the biological processes of almost all living organisms. MicroRNAs (miRNAs) and endogenous small interfering RNAs (siRNAs) are two types of small ncRNAs [1]. Under the action of RNA polymerase II, the MIR gene is transcribed into a primary transcript called pri-miRNA [2]. The plant pri-miRNA of typical hairpin-like structure is cleaved into a precursor (per-miRNA) of the stem-loop structure in the nucleus by Dicer Like protein (DCL1). Mature plant miRNA:miRNA* duplex excised form pre-miRNA by DCL1 and then exported to the cytoplasm [1, 3, 4]. The mature miRNA strand of duplex strand is loaded into an RNA-induced silencing complex (RISC) that normally contains an Argonaute (AGO) protein in the cytoplasm, then leads the RISC to cause site-specific repression or cleavage of the mRNA targets [5, 6]. The other strand of the duplex, called miRNA*, is degraded [7]. Most plant miRNAs recognize their target mRNAs through homology-dependent mechanism and negatively regulate their expression by guiding cleavage or translation inhibition [4, 8, 9], furthermore some miRNAs may activate their targets, especially metazoan miRNAs [10–12].

Samiliar to miRNAs, siRNAs also have significant functions in plants. PhasiRNA is a class of secondary siRNAs that are generated precisely in 21 or 24 nt phased pattern initiated at a specific position due to miRNA guided activity. A type of phasiRNAs are *trans*-acting siRNAs (tasiRNAs) because they repress their target transcripts from other loci of the genome at post-transcriptional level [13]. The primary transcripts of tasiRNAs are non-coding and used to generate double strand RNAs (dsRNAs) by RDR6 (RNA-dependent RNA polymerase 6) [14]. The dsRNAs are then cleaved by DCL4 to form phased 21 nt segments [15–17] or by DCL5 to form 24 nt phased segments as shown in rice [18, 19]. The precise phasing of tasiRNAs is guided by miRNAs [15] through either two [20] or one [18, 21–24] miRNA binding site on the primary tasiRNA transcripts. Four families of tasiRNA loci, named TAS1 to TAS4, have been identified in *Arabidopsis thaliana* [15, 17, 25]. Recent studies suggest that some coding genes, especially PPR [17, 24, 26], NB-LRR disease resistance proteins [24, 27–31], MYB transcription factors [24, 32, 33], also generate phasiRNAs, and their corresponding loci are called as PHAS loci [27]. These PHAS loci are also triggered by one or two miRNA binding sites [14, 27]. *TAS3* derived tasiARFs are the only phasiRNAs that have been validated to target ARF genes in *trans* [15, 20, 24]. The functions of most phasiRNAs are still largely unknown [14].

Rose is a generic name for a variety of rosa. *Rosa rugosa* Thunb. (*R. rugosa*) (old rose), originated in China, belongs to the Rosa family. It is a cash crop important for its fragrant and beautiful flowers [34]. In the past century, *R. rugosa* has emerged as one of the most important crops in the floriculture industry worldwide and cut *R. rugosa* accounts for nearly one third of cut flower trade in Europe [35]. In addition, *R. rugosa* possesses some unique morphological and physiological features, that include highly divergent flower colors, shapes and volatiles and recurrent flowering, which are unable to be studied in other model plant systems, like tobacco and *Arabidopsis thaliana* [36]. *R. rugosa* flowers are mainly used in food and refined *R. rugosa* otto. *R. rugosa* otto is widely used in cosmetics, foodstuff, fine chemicals and other industries. Although *R. rugosa* is very important, there are only a few studies that reported sRNAs in *R. rugosa* [34, 37].

Flowers are the most important organs in *R. rugosa* for the economic and ornamental values. Therefore, we preferentially chose to study the miRNAs and phasiRNAs in *R. rugosa* flowers. We sequenced 10 small RNA libraries from 5 tissues, i.e., roots, petals, pollens, stamens and leaves and 4 RNA-seq libraries from leaves and petals of *R. rugosa*. We found that 2000 genes have significantly different expression levels in leaves and petals of *R. rugosa*. These genes are mainly involved in different metabolic processes and photosynthesis related pathways. Comprehensive analyses of these small RNA profiles lead to identification of 25 pre-miRNAs of which 24 have not been reported, 22 novel miRNAs, 339 PHAS loci encoding 21 nt phasiRNAs, and 49 PHAS loci encoding 24 nt phasiRNAs. A degradome profile of *R. rugosa* leaf was generated for identifying targets of miRNAs and phasiRNAs. Totally, more than 19,000 putative targets for conserved miRNAs and TAS3-derived tasiRNAs were identified in the analysis. At least 592 targets have shown significant accumulation of degradome reads corresponding to the identified miRNA complementary sites. These results clearly deepen our understanding about small RNA guided gene regulations in *R. rugosa*.

## Methods

### Materials and small RNA sequencing profiles

The *R. rugosa* plants were grown in Kunming University of Science and Technology, Yunnan, China. We collected ten samples from the roots, leaves, pollen, petals, and stamens of *R. rugosa* without treatment and frozen with liquid nitrogen immediately (Additional file 1: Table S1). Before RNAs were extracted, these 10 samples were stored at -80 °C. According to the manufacturer’s protocol, we used the Trizol reagent to extracte total RNAs from samples. Based on the ratio of the optical density at 260 nm to that at 280 nm (OD260/280), the integrities of RNAs were checked by using an ultraviolet spectrophotometer (Hoefer, MA, USA). And then in view of visual comparison of the 18S and 28S ribosomal RNAs, the integrities of RNAs were also assessed by electrophoresis in a denaturing formaldehyde agarose gel. The total quantities of RNA samples with OD260/280 between 1.8 and 2.0 were examined. Samples with at least 20 µg were selected for preparation of sRNA sequencing libraries. 20 µg total RNAs dissolved in 35 µl were delivered to the sequencing facility. For small RNA-seq library generation, 1 µg of total RNA was used to prepare a small RNA library according to the TruSeq Small RNA Sample Prep Kit protocol (Illumina, San Diego, USA). Briefly, specific 5’ and 3’ Illumina RNA adapters were sequentially added to small RNA molecules. After reverse transcribed and PCR amplified, adapter-ligated molecules with 15 to 30 nucleotides long were purified by using gel electrophoresis. The small libraries were then multiplexed and sequenced by using the Illumina HiSeq 2000 sequencer. The qualities of the obtained sRNA profiles were evaluated with the FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The obtained small RNA profiles had been deposited to NCBI GEO database under the accession number, GSE110490.

### RNA-seq profiles of leaves and petals in *R*.*rugosa*

Two petal and leaf samples of *R. rugosa* plants grown in Kunming University of Science and Technology, Yunnan, China were collected and put into liquid nitrogen immediately. Total RNAs of these 4 samples were extracted using the same protocol as above. The integrities of the RNAs were also checked using same protocols as above. The total RNAs of the 4 samples were sequenced using Illumina HiSeq 4000 sequencer with a 2×150 pair-end RNA-seq strategy. The obtained RNA-seq profiles were deposited into the NCBI GEO database under the accession number GSE113148.

These 4 RNA-seq profiles were assembled using Trinity (v2.0.6) [38] with the options of “–seqType fq –max_memory 400G –min_contig_length 150 –CPU 30 –min_kmer_cov 3 –min_glue 3 –bfly_opts ’-V 5 –edge-thr=0.1 –stderr”’. This results in a transcriptome with more than 370,000 transcripts. These transcripts were then aligned to NCBI nt/nr database with the options of “-e 1e-5 -m 8” to obtain their putative annotations.

The expression levels of the assembled transcripts were estimated by the align_and_estimate_abundance.pl program in the Trinity package using the options of “–seqType fq –est_method RSEM –aln_method bowtie –trinity_mode –prep_reference”.

The expression levels of transcripts in leaf and petal samples were compared with edgeR [39]. The expression levels of transcripts were filtered to keep 37,278 transcripts with average expression levels of at least 10 FPKM and standard deviations of expression levels of at least 10 FPKM. Then, the expression levels of these 37,278 were used to perform a bi-clustering analysis using the pheatmap library in R. Transcripts with FDR values smaller than 0.05 were called as deregulated. The deregulated transcripts were used to analyzed enriched GO terms and KEGG pathways using KOBAS (version 3) [40].

### Identification of conserved and novel miRNAs

By using the computational methods reported previously [41], we analyzed the small RNA libraries. Firstly, we filtered out raw reads containing more than five low scored nucleotides (< 25). After removing 3’ adaptor sequences of the remaining reads and redundant sequences, we obtained unique small RNAs. Then we removed unique sequences which could be mapped to known repeats and non-coding RNAs (snRNAs, tRNAs, rRNAs, snoRNAs) by aligning them to databases, Rfam (r11) [42], NONCODE (v3.0) [43], Silva [44], The TIGR Plant Repeat Databases [45] and Repbase (r20) [46] using SOAP2 [47]. To calculate the frequencies of conserved miRNAs, we mapped remaining reads to the miRBase database (r21) [48]. We also counted and summarized the numbers of reads that were mapped to different types of molecules (Additional file 1: Table S2).

The remaining unique sequences that could be mapped to the transcriptome, but not to pre-miRNAs, ncRNAs and repeats were aligned to the self-assembled *R. rugosa* transcriptome by SOAP2. The flanking sequences (down- and up-stream) of the matched loci were used to predict secondary structures using RNAfold [49]. We selected the structures that satisfy the following criteria as putative precursors: at least 18 paired nucleotides, only one central loops in the hairpin structure and a folding energy of smaller than -30 Kcal/mol. The small RNA sequencing reads in the 10 sRNA-seq libraries were mapped to the obtained putative precursors. Finally, novel miRNA identification and annotation were strictly based on appearance of miRNA* and predictable fold back structures for the miRNA precursor sequences, as suggested by Meyers et al. [50].

In order to identify conversed miRNAs homologs in *R. rugosa*, we downloaded all mature miRNA sequences of plant species from the miRBase (v21) [48], and removed redundant sequences as described previously [13, 41]. Then these unique miRNA sequences were mapped to the *R. rugosa* cDNAs using BLASTN. Hits with no more than two mismatches were identified. The flanking regions (80nt, 130nt, 180nt down stream and upstream) of the mapped mature miRNAs were isolated and used to predict secondary structures using the RNAfold. The predicted fold-back structures were examined for the presence of miRNA on the same arm of the hairpin as the known family members from other plants. We use MIRcheck to further evaluate these precursor sequences. The precursors were selected which have ≤ 2 bulged, ≤ 5 mismatches, or asymmetrically unpaired nucleotides, and ≤ 3 continuous mismatches within the mature miRNA.

Then the identified conserved miRNAs was compared with those reported previously [34, 37]. If the sequence of a mature miRNA was identical to the previously reported sequence, the conserved miRNA was named the same as in the previous report. The remaining conserved miRNAs were named by using upper case MIR followed by the family name, and alphabetical letters in lower case if these have not been reported earlier.

### Analysis of miRNA expression patterns in different tissues

To analyze the expression patterns of miRNAs in different tissues, we used edgeR [39] to compare the RPTM (Reads Per Ten Million sequencing tags) of mature miRNAs from different tissues. miRNAs with FDR (False Discovery Rate) less than 0.05 were considered as significantly deregulated miRNAs in different tissues.

miRNA with abundances of at least 5 RPTM in at least two of the 10 samples and standard deviation of at least 1 were selected to perform hierarchical clustering. The normalized RPTM values plus one were log scaled and applied to the pheatmap function in the pheatmap library in R to perform bi-clustering. miRNAs with RPTM mean of at least 5 in 10 samples were used to perform Principle Component Analysis (PCA). The RPTM values plus one for these miRNAs were log-scaled and used to perform PCA by the procmp function in R.

### Identification of TAS3 loci in *R*.*rugosa*

As reported previously [51, 52], tasiRNAs that were produced from TAS3 genes in *Arabidopsis* and rice were collected. These tasiRNAs were aligned to the self-assembled *R. rugosa* cDNA database with up to two mismatches allowed. Both the upstream and downstream 250 bp sequences of matched loci were cut out form cDNA.

### Identification of PHAS loci in *R*.*rugosa*

We used 10 small RNA profiles generated in this study to predict PHAS loci and phasiRNAs. The method for predicting PHAS loci and phasiRNAs were described previously [13, 41, 53]. The unique sequences in the small RNA libraries were aligned to The TIGR Plant Repeat Databases [45] and Repbase (r20) [46] to remove sRNAs mapped to repeats, then the remaining sRNAs were mapped to the cDNA of *R. rugosa* using SOAP2 [47]. In order to scan the cDNA sequences using a window of 210 nt or 240 nt (ten 21 nt or 24 nt, respectively) respectively, a self-written program was used. Because the existence of two-nucleotide over-hang at the 3’-end of siRNA duplex, a two-nucleotide positive offset was used to calculate the positions of siRNAs on the anti-sense strand [17, 24, 26, 27]. Then a *P*-value was calculated for each of the windows using a Hypergeometric test [26]. And a phase score was calculated for each position of cDNA sequences using the method in [54].

The window with a *P*-value less than 0.05 was extended 100 bp at both 5’- and 3’-ends, then the overlapped windows were merged. The *P*-values of the combined windows were used to calculate the false positive rates using the method in [55]. The merged windows with a maximal phase scores of more than 5 and FDR values less than 0.05 were reported as PHAS loci. The predicted PHAS loci were named with the contig names of self-assembled cDNAs and a unique serial number for each contig. “P21” and “P24” were added at the beginning of the predicted PHAS loci encoding 21 and 24 nt phasiRNAs. The neighboring PHAS loci were predicted as PHAS clusters if the distances between individual PHAS loci were smaller than 2000 base pairs. The phased siRNAs of the predicted PHAS loci were reported as phasiRNAs. The phasiRNAs of a PHAS loci were named by adding siR and a unique serial number to the name of the PHAS loci [13, 41, 53].

### Degradome sequencing

A leaf sample was frozen in liquid nitrogen immediately after harvesting form a *R. rugosa* plant grown in Kunming University of Science and Technology, Kunming, Yunnan, China. According to the manufacturer’s protocol, we used the Trizol reagent to extracte total RNAs from samples. The integrity of the RNA was checked with an ultraviolet spectrophotometry and Agilent 2100 BioAnalyzer. For constructing degradome library, 20 *μ*g of total RNA was annealed with biotinylated random primers. These biotin-tagged RNA fragments were then captured on streptavidin. Then the RNAs which contain 5’ -monophosphates were ligated with a 5’ adaptor. After reverse transcription and PCR amplification, libraries were sequenced using the 5’ adapter on an Illumina HiSeq 2000 sequencer with a single-end mode of 47 base pairs. The sequenced reads represented the 5’ ends of the sliced RNA fragments that were ligated with the adapters. The obtained degradome profile had been deposited to the NCBI GEO database under the accession number, GSE110494.

The quality of the obtained degradome profile was evaluated with the FASTQC program. The obtained degradome profile was processed with a self-developed pipeline. Firstly, low quality reads that have low scored nucleotides (< 30) in the first 25 nucleotides were removed from the raw degradome sequencing profile. Then the first twenty nucleotides were cut out from the remaining reads for later analysis. Next, we removed redundant sequences and calculated the frequencies of the unique sequences. Similar to sRNA profiles, unique sequences were aligned to cDNA of *R. rugosa*, Rfam (r11) [42], NONCODE (v3.0) [43], Silva [44], The TIGR Plant Repeat Databases [45] and Repbase (r20) [46] using SOAP2 [47] to calculate the numbers of reads and unique sequences mapped to different categories of molecules as well as repeats. The SOAP2 alignment result of mapping degradome sequences to *R. rugosa* cDNA was used to identify targets of miRNAs and siRNAs.

### Identification of miRNA/siRNA targets in *R*.*rugosa*

To predict the targets of miRNAs and tasiRNAs, we used the SeqTar pipeline [56]. For conserved miRNAs and tasiRNAs, targets with less than four mismatched nucleotides to miRNAs/tasiRNAs were used for later analysis. For novel miRNAs, targets with at least one valid read and no more than four mismatches were selected for subsequent analysis.

Similarly, the SeqTar algorithm was used to predict targets of phasiRNAs. Only targets that satisfy the following two conditions were used for later analysis: targets that have no mismatches or at least 1 valid degradome read and no more than 3 mismatches.

### Identifying miRNA complementary sites on PHAS loci

The miRNA complementary sites on the original transcripts of PHAS loci were predicted with SeqTar. For conserved miRNAs, the targets that have at least one valid read, i.e., read started at the 9th to 11th positions of a miRNA binding site (as defined in [56]), or targets that have less than 4 mismatches were used for further analysis.

## Results and discussion

### RNA-seq profiles of leaves and petals of *R*.*rugosa*

Two petal and leaf samples of *R. rugosa* plants grown in Kunming University of Science and Technology, Yunnan, China were collected and put into liquid nitrogen immediately. Four RNA-seq profiles were generated using Illumina HiSeq 4000 sequencer. The qualities of these RNA-seq profiles are good (Additional file 2: Figure S1) after examining the scores of sequences with FASTQC. The RNA-seq profiles were assembled using Trinity (v2.0.6) [38]. We generated a self-assembled *R. rugosa* transcriptome with more than 37,000 segments. Then we use Trinity’s own program TrinityStats.pl to count the number and size of components and transcripts, N50, etc. As the result, we got 302,082 Trinity genes and 370,847 Trinity transcripts. The Contig N50 is 869. In order to derive annotation, we aligned this self-assembled transcriptome to NCBI nt/nr database (see “Methods” for details).

### Deregulated genes in leaves and petals of *R*.*rugosa*

We calculated the normalized expression levels (Fragments Per Kilo basepairs per Million fragments mapped) of genes for four samples (Additional file 1: Table S3). Then, we performed Hierarchical Clustering based on the normalized frequencies of genes (Fig. 1a). We compared the abundances of leaves and petals with edgeR (Additional file 1: Table S4). We have identified 1811 deregulated genes. Among them, 1015 and 796 genes are upregulated and downregulated in petals, respectively (see Fig. 1b). These deregulated genes were used to analyze the enriched GO terms and KEGG pathways with KOBAS (version 3) [40]. The results show that the upregulated genes in petals are mainly involved in various metabolic processes and oxidoreductase (Fig. 2a), while the downregulated genes in petals, i.e., upregulated genes in leaves, are mainly involved in Response to Stresses, Oxidation-reduction Process, Response to Light Stimulus, and Binding (Fig. 2b). As shown in Fig. 2c and d, many upregualted and downregulated genes in petals are involved in Metabolic Pathway. Several pathways related photosynthesis, such as Photosynthesis - antenna proteins and Carbon fixation in photosynthetic organisms, are enriched in genes upregulated in leaves, i.e, downregulated in petals (Fig. 2d). These results are consistent with the types of the tissues, since the photosynthesis pathway is mainly performed in leaves.

**Fig. 1:**
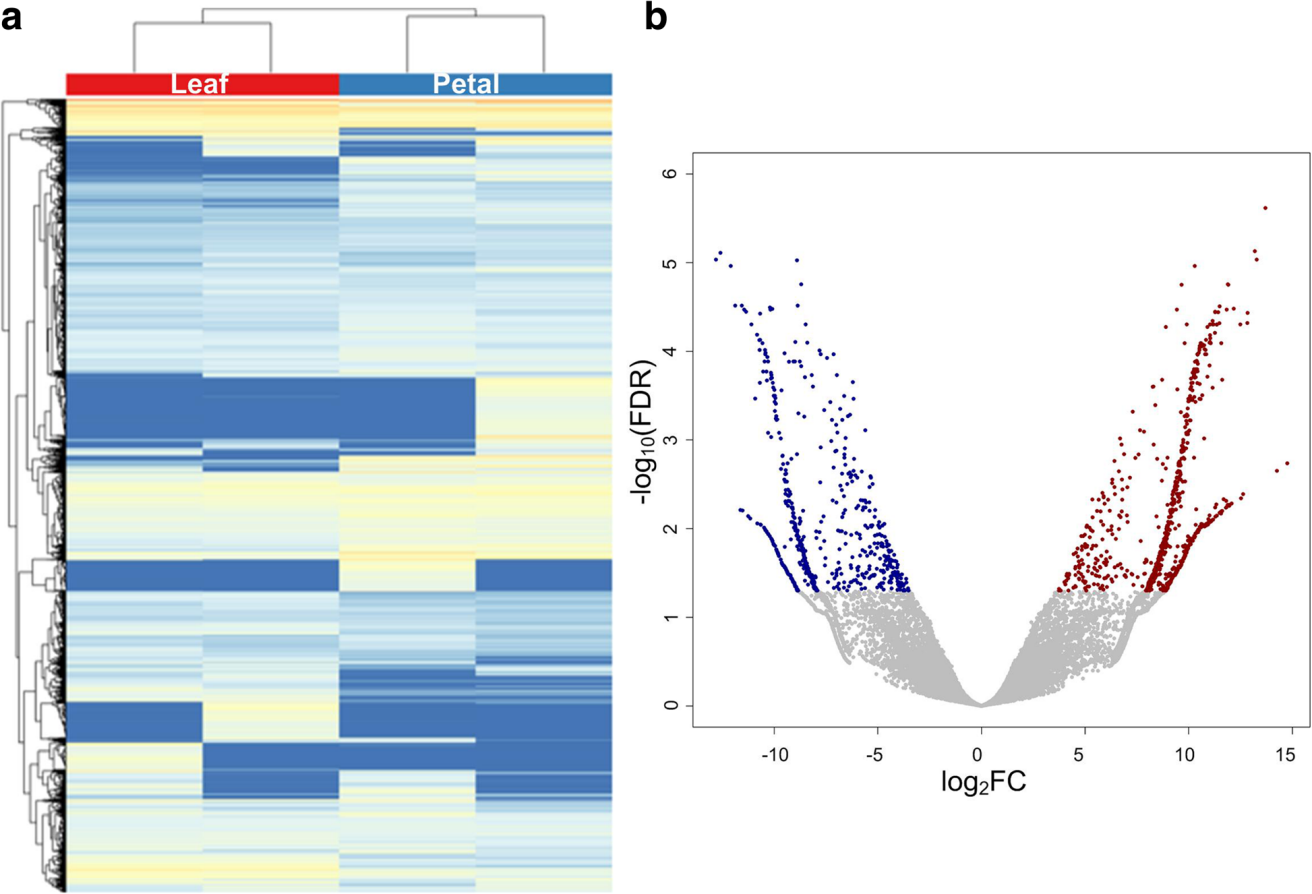
Expression patterns of genes in *R*.*rugosa* leaves and petals. **a** The bi-clustering of genes expression profiles in different tissues of *R. rugosa* RNA-Seq profiles. The values shown are the log2(FPTM+1) of the transcripts. **b** Deregulated genes when comparing their expression levels in petals to those in leaves. Up and downregulated genes in petals are shown in red and blue dots, respectively

**Fig. 2:**
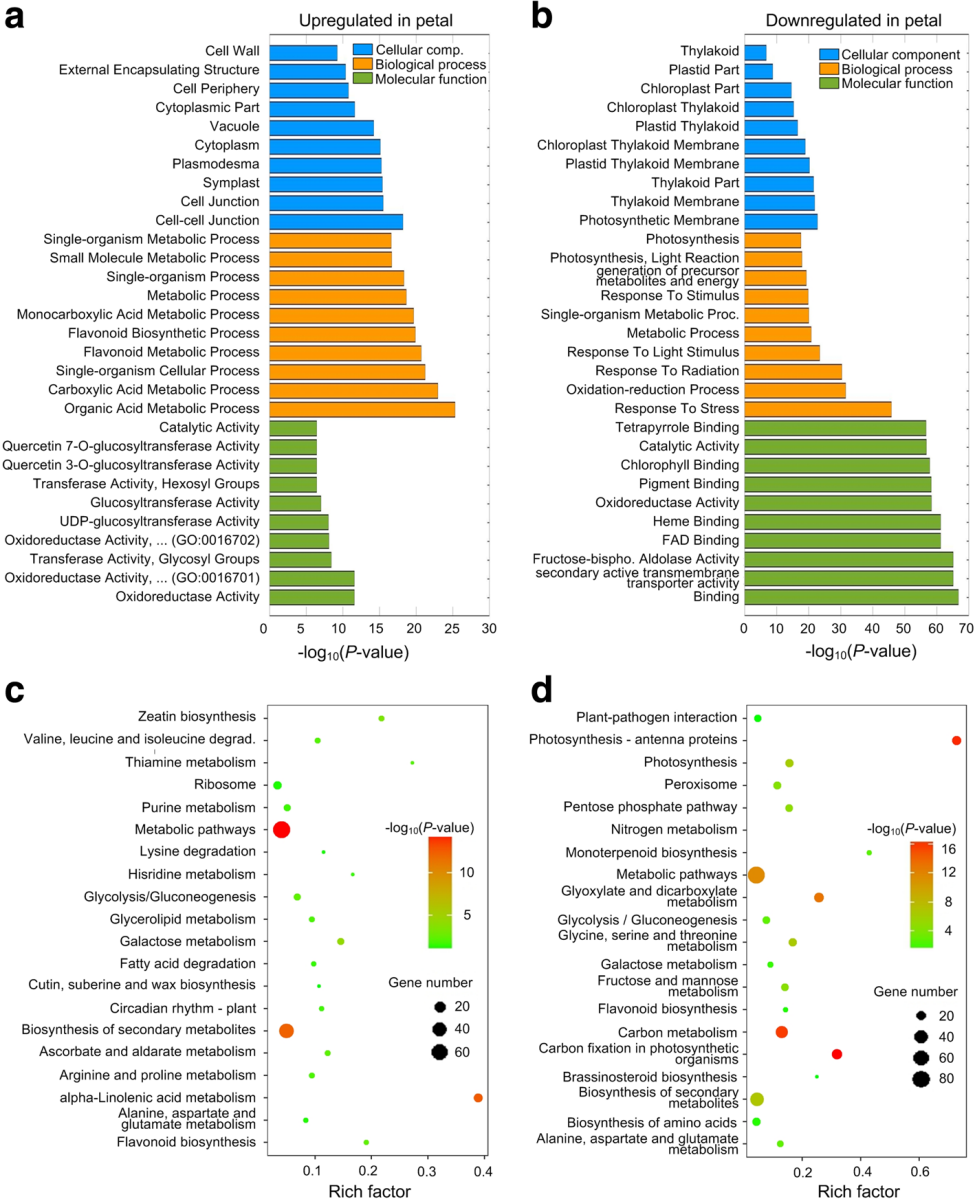
Enriched GO terms and KEGG pathways in deregulated genes of leaf and petal samples of *R*.*rugosa*. **a** GO terms of upregulated genes in petals. **b** GO terms of downregulated genes in petals. **c** Enriched KEGG pathways of upregulated genes in petals. **d** Enriched KEGG pathways of downregulated genes in petals. In Part (**c**) and (**d**), the Rich Factor is calculated by dividing the number of input genes with the KEGG pathway to the total number of genes with the same pathway

### Small RNA sequencing profiles of different *R*.*rugosa* tissues

We collected the samples of roots, petals, pollens, stamens, leaves from *R. rugosa* that were grown in Kunming, Yunnan, China, without special treatments. Ten small RNA-seq (sRNA-seq) profiles, with two replicates for each of the five tissues, i.e., roots, petals, pollens, stamens, and leaves of *R. rugosa*, were generated using Illumina HiSeq 2000 sequencer (Additional file 1: Table S1). 

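Small RNA sequencing reads the short RNAs of a tissue, so that the number of reads of a sequence measures how abundant that RNA is relative to all small RNAs of the library. The authors deposited, for each of the 10 libraries, every unique sequence with its count of reads. Before that, the authors removed raw reads with more than 5 low scored nucleotides (quality below 25), trimmed the 3′ adaptor and collapsed identical reads. The counts are not normalized, nothing in these lists was aligned, and the sequences of non-coding RNAs and repeats, which the authors removed in a later step, are still present. The sequences are 18 to 46 nt long. The 2 root libraries held 12701846 and 5732655 reads, the petal libraries 8557200 and 7894349, the pollen libraries 7989290 and 7480802, the stamen libraries 4922891 and 10097576, and the leaf libraries 5801939 and 7337093, with a median of 7687575.5 reads over the 10 libraries. Abundances below are counts scaled to 10000000 reads of the library (RPTM), the unit of Table S5. A sequence with 3 reads, taken as the smallest amount a library can show, corresponds to 2.36 RPTM in the deepest library (root replicate 1) and to 6.09 RPTM in the shallowest (stamen replicate 1). The share of reads of 18 to 30 nt ranged from 66.8% in root replicate 1 to 90.4% in leaf replicate 2. The 10 most abundant sequences took 19.6% and 14.3% of the reads of the leaf libraries and between 2.05% and 5.81% of the reads of the other 8. A miRNA was counted as the reads of at least 18 nt that lie wholly within its mature sequence of Table S5 without a mismatch. A read that lies within several near-identical mature sequences counts for each of them, so members of a family share reads. Counted this way, the 3210 counts of the 321 miRNAs in the 10 libraries were all equal to those listed in Table S5. Deregulated miRNAs were tested with edgeR's quasi-likelihood test on these counts with Benjamini-Hochberg adjustment, single comparisons with exact permutation tests on log2(RPTM + 1), and values are given as mean ± SD over the 2 libraries of a tissue (n = 2).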

The qualities of these sRNA-seq profiles are good (Additional file 2: Figure S2) after examining the scores of sequences with FASTQC. Totally, we obtained 78,515,641 total reads represented by 25,456,782 unique small RNAs (Additional file 1: Table S2). 

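The deposited counts of the 10 libraries summed to 78515641 reads. The number of unique sequences, summed over the libraries so that a sequence found in several of them is counted once in each, was 25456782. Root replicate 1 had the most unique sequences (3871732 of 12701846 reads) and leaf replicate 1 the fewest (1656295 of 5801939 reads). Counting each sequence only once over all libraries left 19252679 different sequences. The count of unique sequences depended most on sequences read a single time, since 6296815 remained when only sequences read at least 2 times in a library were kept. Restricting the reads to 18 to 30 nt left 63951450 reads.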

The sRNA-seq profiles were aligned to the self-assembled transcriptome of *R. rugosa*, precursors of miRNAs in the miRBase (v21), other non-coding RNAs besides miRNAs, repeat elements and genome of *R. rugosa* with SOAP2 (see details in Methods) to obtain the distributions of sRNA reads (Additional file 2: Figure S3 and Additional file 1: Table S2).

### Identification of conserved miRNAs

A total of 321 mature conserved miRNAs from other species were detected in our sRNA-seq profiles (Additional file 1: Table S5). 

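All 321 mature sequences of Table S5, which belong to 49 families, had at least 1 read in the 10 libraries. The total number of reads per miRNA ranged from 4 to 623126 with a median of 126, and 52 miRNAs had fewer than 10 reads. Of the 321 miRNAs, 312 were read in at least 2 libraries and 160 in all 10. The most abundant was the 3p strand of the miR159 precursor, UUUGGAUUGAAGGGAGCUCUA, with 623126 reads, of which 435262 were identical to it over its full length. Because the mature sequences come from many plant species and overlap, the counts of the 321 miRNAs summed to 2415396 while resting on 1305684 reads. Of these reads, 505231 (38.7%) counted for 2 or more miRNAs, and a read counted 1.85 times on average. The 321 miRNAs had 302 different profiles of counts over the libraries. The reads on miRNAs, each counted once, made up between 0.87% (stamen replicate 2) and 2.95% (leaf replicate 2) of a library. The number detected depended most on how a read was matched. With only full-length identical reads, 1037560 reads in sum, 260 miRNAs had at least 1 read and 61 had none, and 229 miRNAs had at least 3 such reads.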

A previous study [37] reported 242 conserved mature miRNAs, identified from flowers of three modern rose cultivars and *Rosarugosa*. Seventy three of the 242 miRNAs identified in this previous study were found in our libraries (Fig. 3a). In addition, we identified 248 conserved miRNAs that were not reported in their study (Fig. 3a). 

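Table S6 gives a contig of the self-assembled transcriptome, a hairpin and the 5p and 3p strands for each of 25 precursors. The assembled transcriptome is not in the files analysed here, so the positions of the hairpins on the contigs were taken from the table and not repeated, and the reads of the 10 libraries were matched to the hairpin sequences without mismatch. Reads were found on at least 1 arm of all 25 precursors and on both arms of 22. No read lay on the 5p strand of MIR396a and MIR403a or on the 3p strand of miR530a. MIR396a had only 1 read on its whole hairpin, so the missing strand was not detectable at this depth. A median of 98.8% of the reads on a hairpin lay within 2 nt of its arms, from 60.9% for MIR394 to 100% for MIR396a, miR530a and MIR6275. The miR482 precursor, on contig TR64131, had 2653 reads on the 3p strand UCUUGCCUAUGCCUCCCAUUCC in all 10 libraries and 58 reads on the 5p strand AGUGGGAGGGUCGGCAAAAAA in 8 libraries, and 99.7% of the reads on its hairpin lay on the arms. The 3p strand was the more abundant in miR159 (623126 against 163 reads) and miR166 (137054 against 18549 reads). The 5p strand was the more abundant in miR2109 (17430 against 2 reads) and MIR398a (22404 against 1356 reads). The 2 precursors miR156a1 and miR156a2 share both strands, 23852 reads on the 5p and 324 on the 3p strand, and the reads cannot be divided between them. The same holds for MIR535a and MIR535b, with 2596 reads on the 5p and 291 on the 3p strand. MIR403a and MIR403b share the 3p strand with 1513 reads. The counts of precursors with reads therefore use some reads for more than 1 precursor. Requiring at least 3 reads on each arm left 19 precursors with both arms, and requiring each arm in at least 2 libraries left 20.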

By aligning these mature miRNAs to the self-assembled *R. rugosa* transcriptome, we identified 25 precursors of conserved miRNAs (Additional file 1: Table S6 and Fig. 3b). Among them, only the precursor of miR482 had been reported previously [34]. When compared to two model species, *Arabidopsis thaliana* and rice, we found 18 members that belong to 11 miRNA families that are highly conserved (Additional file 1: Table S7).

**Fig. 3:**
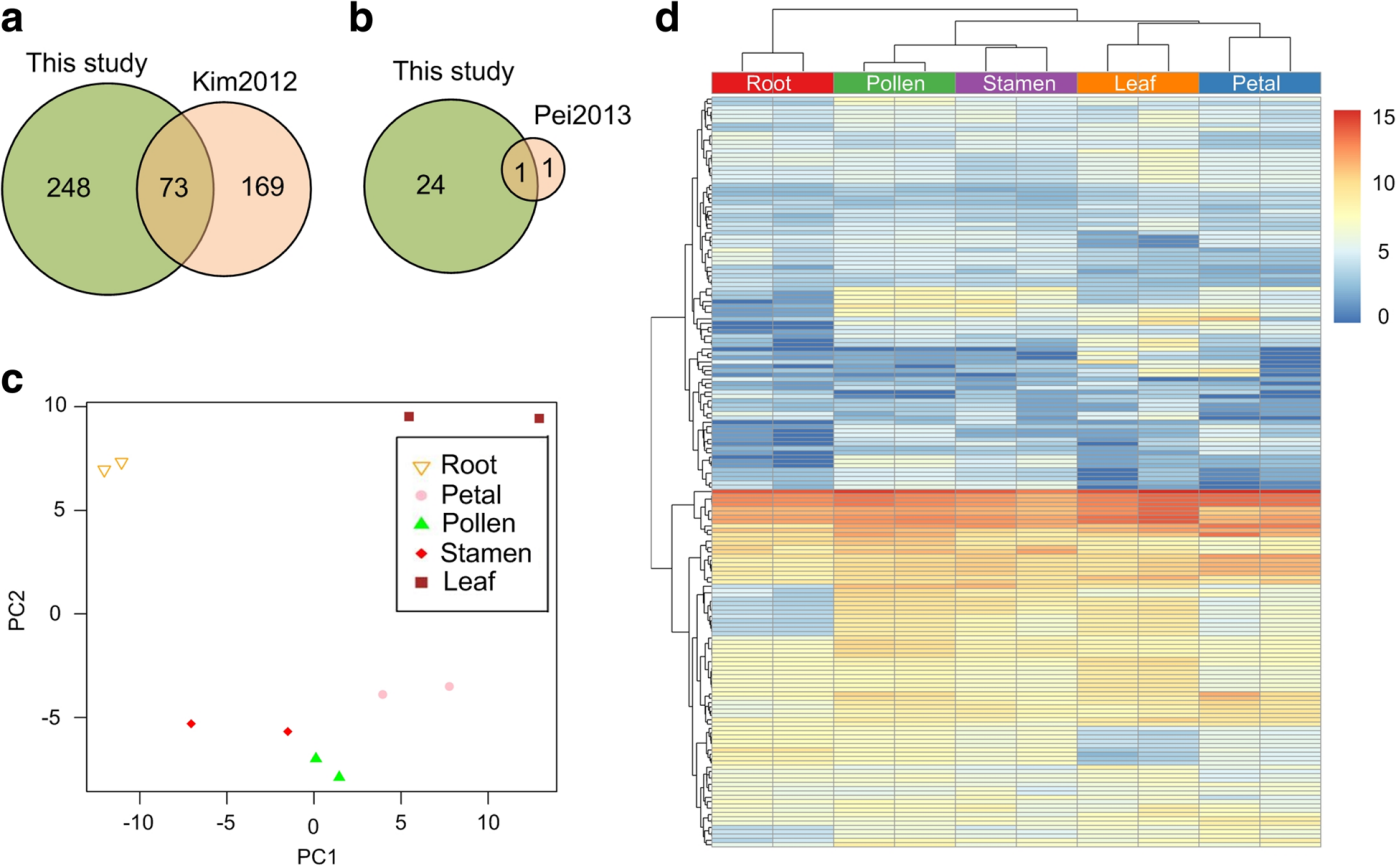
The conserved miRNAs in *R*.*rugosa* and their expression patterns in different tissues. **a** The number of conserved mature miRNAs identified in *R. rugosa*. **b** The number of pre-miRNAs identified in *R. rugosa*. **c** The PCA analysis of miRNA expression profiles in different tissues. **d** The bi-clustering of miRNA expression profiles in different tissues of *R. rugosa*. The values shown are the log2(RPTM+1) of the miRNAs

### Expression patterns of conserved miRNAs in different tissues

Since we have constructed small RNA libraries from five different tissues of *R. rugosa*, we were able to analyze the different expression patterns of miRNAs in these tissues. Based on the frequencies of mature miRNAs after standardization, we performed PCA and Hierarchical Clustering. According to PCA and clustering results, it can be clearly seen that samples from the same tissue were clustered together, and samples from different tissues were distinguished. 

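The profiles were compared as log2(RPTM + 1) of the 249 miRNAs with at least 5 RPTM in at least 2 libraries and an SD of at least 1. The mean Euclidean distance between the 2 libraries of a tissue was 0.537 of the mean distance between libraries of different tissues. Among all possible ways of pairing the 10 libraries, the pairing by tissue gave the smallest within-pair distance (exact permutation test, p = 0.00106, the smallest p that the pairings allow). Leaving out each library in turn, with its tissue, kept the ratio between 0.481 and 0.613 (exact p = 0.00952 each, again the smallest possible). The value moved most with 1 minus Spearman's correlation in place of the Euclidean distance, to 0.342. For 9 of the 10 libraries the nearest library was the other replicate of the same tissue. Petal replicate 2 lay at a distance of 27.361 from stamen replicate 2 and of 27.383 from petal replicate 1. The pollen replicates were the closest pair, 11.4 apart, and the root replicates followed at 16.8, while the stamen, leaf and petal replicates were 21.4, 23.1 and 27.4 apart. The stamen replicates were as far from each other (21.369) as stamen replicate 2 was from pollen replicate 2 (21.373). When the complete-linkage tree was cut into 5 clusters, the root libraries formed a cluster of their own and so did the leaf libraries. The pollen and stamen libraries fell into the same cluster, and the 2 petal libraries were each alone. The cut does not show which library each petal library would join next. In the PCA over 208 miRNAs, the first component held 38.8% of the variance and the second 26.1%. On the first component the root libraries were at 25.8 and 28.3 and all others between −15.0 and −0.75. On the second component the leaf libraries were at 18.4 and 20.8, the petal libraries at 10.9 and 0.10, and the pollen and stamen libraries between −12.5 and −7.37. From the grouping of the libraries in Fig. 3c and 3d, the paper reasons that the miRNA profiles distinguish the tissues.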

(Figure 3c and 3d). We also found that the expression levels of miRNAs are similar in the same tissues (Fig. 3d). 

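Over the 249 miRNAs of the clustering, Pearson's r of log2(RPTM + 1) between the 2 libraries of a tissue was 0.980 in pollen, 0.964 in root, 0.939 in leaf, 0.932 in stamen and 0.896 in petal. These correlations are across miRNAs, which share reads and are not independent replicates. The highest r of a library of that tissue with a library of another tissue was 0.957 in pollen, 0.826 in root, 0.83 in leaf, 0.957 in stamen and 0.894 in petal. The correlation between replicates thus exceeded every correlation with another tissue in root and leaf by more than 0.1, in pollen and petal by a smaller margin, and in stamen it did not. Between the replicates, 12.4% of the miRNAs differed more than 2-fold in pollen, 27.3% in root, 35.3% in stamen, 41.0% in petal and 43.4% in leaf. A difference of more than 8-fold was found for 1, 5, 13, 12 and 16 miRNAs in the same order of tissues. The replicates differed by more than the sampling noise of their counts in every tissue, with a chi-square per degree of freedom between 19.5 (root) and 170 (petal), so that no library was counted as a repeat of another. From the similar levels of miRNAs within a tissue and the different levels between tissues, the paper proposes that miRNAs take part in different physiological processes in different tissues.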

These results indicate that miRNAs not only have important functions, but may also be involved in different physiological processes in different tissues.

To identify deregulated miRNAs in different tissues, we compared the expression levels of conserved miRNAs in samples from root, leaf, petal, stamen and pollen with edgeR [39] (Additional file 1: Tables S8 to S17). According to the results of differential expression analysis, we found 12 to 130 deregulated miRNAs between different tissues (Additional file 1: Table S18). 

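For each of the 10 pairs of tissues, the counts of the 4 libraries of the pair were tested with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, over the miRNAs with a mean of at least 5 RPTM in at least one of the 2 tissues (204 to 234 miRNAs per pair). The number of miRNAs with an FDR below 0.05 was 129 of 227 between root and pollen, 110 of 234 between pollen and leaf, 89 of 209 between root and petal, 80 of 229 between petal and pollen, 78 of 210 between petal and leaf, 77 of 206 between root and leaf, 75 of 214 between stamen and leaf and 53 of 204 between root and stamen. Between pollen and stamen 6 of 226 miRNAs passed, and between petal and stamen none of 207. The 129 miRNAs that differed between root and pollen belong to 27 families, since members of a family share reads, with 72 higher in pollen and 57 higher in root. The split depended on the scaling. It was 115 and 17 with all reads as library size without TMM, and 41 and 54 with all 10 libraries in one fit. The classic exact test on RPTM values gave 74 and 56. For 104 of these 129, both libraries of one tissue lay above both of the other. In each pair, the largest fold change was taken among the miRNAs past the threshold whose 4 libraries were separated in this way. MIR827a, UUAGAUGACCAUCAACGAACA, had no read in either root library (3 reads are 2.36 and 5.23 RPTM there) and was at 160 ± 12.7 RPTM (SD, n = 2) in pollen, 141 ± 130 in petal and 984 ± 991 in leaf. Its log2 fold change relative to root was 9.58 in pollen (standard error 1.09, edgeR FDR 3.5e-16), 9.71 in petal (standard error 1.72, edgeR FDR 0.024) and 11.9 in leaf (standard error 1.04, edgeR FDR 4.9e-12). MIR395a, CUGAAGUGUUUGGGGGGACCC, was 9.38 log2 units higher in stamen than in root (standard error 1.62, edgeR FDR 0.0025). It had 753 and 95 reads in the 2 stamen libraries and 0 and 1 reads in the root libraries, below the 3 reads taken as detectable. With single libraries left out, the difference lay between 6.62 and 12.1. MIR858c, UUUCGUUGUCUGUUCGACCUU, was 9.34 log2 units higher in leaf than in petal (standard error 1.39, edgeR FDR 1.6e-06). It had no read in either petal library and 33 and 125 reads in the leaf libraries. MIR398a-3p, UGUGUUCUCAGGUCACCCCUU, was 8.71 log2 units higher in leaf than in pollen (standard error 1.53, edgeR FDR 0.0028) and 7.12 higher than in stamen (standard error 1.34, edgeR FDR 0.0037), with 1087 and 101 reads in the 2 leaf libraries. With single libraries left out, the difference from pollen lay between 5.28 and 9.64 and that from stamen between 3.86 and 8.25. MIR156w, UUGACAGAAGAUGGAGAGCAC, rose by 6.11 log2 units from petal to pollen (standard error 1.38, edgeR FDR 0.034). Only 6 reads of all libraries were identical to it over the full length. It had no read in either petal library and 9 and 13 reads in the pollen libraries, 14.3 ± 4.32 RPTM. Where one tissue held no read, or only 0 and 1 reads as for MIR395a in root, the size of the log2 fold change was not measured. Each standard error is the absolute log2 fold change divided by the square root of the test's F. It restates the test and is not a separate estimate of precision. MIR396b of Table S5, GCUCAAGAAAGCUGUGGGAGA, had a log2 fold change of −3.13 from pollen to stamen (standard error 0.31, edgeR FDR 0.020) and a single identical read. The labels number the replicates of each tissue 1 and 2, and a fit with the replicate number as a block gave 110 miRNAs for root and petal, 111 for root and pollen, 51 for root and stamen, 89 for root and leaf, 4 for petal and pollen, 25 for petal and stamen, 0 for petal and leaf, 0 for pollen and stamen, 91 for pollen and leaf and 54 for stamen and leaf. The pairing is taken from the labels only. Over all miRNAs, the mean correlation of the differences between replicates of 2 tissues was −0.048 (from −0.232 to 0.089), and all 16 ways of numbering the replicates gave a mean at least as high, a check that does not exclude a shared effect of the number in some tissues. The pair of petal and stamen moved most among the alternatives, from 0 to 99 miRNAs when all 10 libraries were fitted together. Leaving out each library in turn gave between 70 and 125 miRNAs for root and pollen and between 0 and 147 for petal and pollen. With edgeR's classic exact test on RPTM values, the form shown in Tables S8 to S10, the counts ranged from 12 for pollen and stamen to 130 for root and pollen. From the miRNAs past the threshold in each pair, the paper concludes that miRNAs are deregulated between the tissues.

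**Figure D1:**
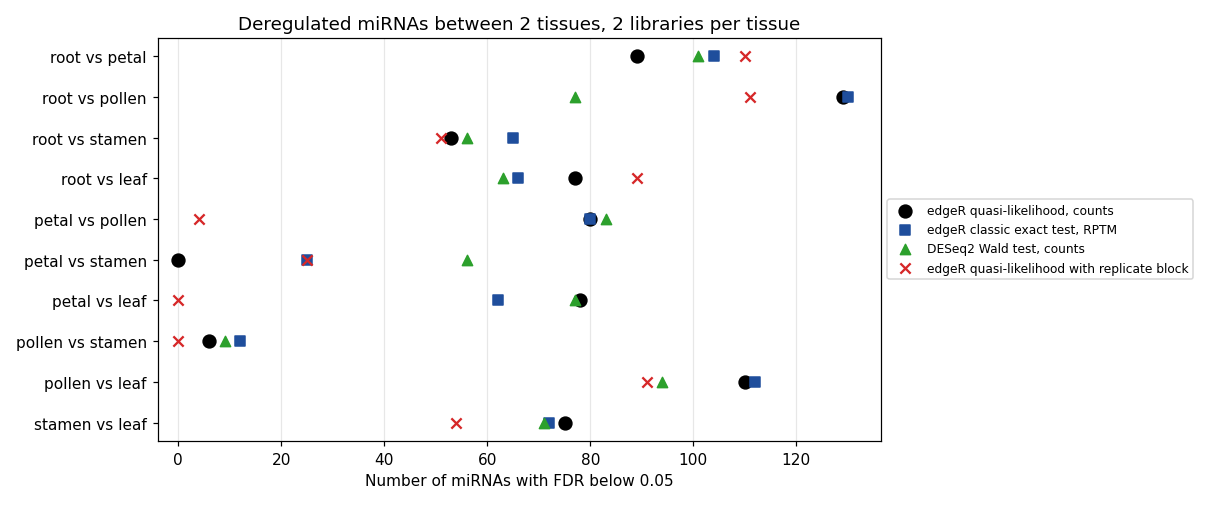
Number of miRNAs with an FDR below 0.05 (horizontal axis) for each of the 10 pairs of tissues (vertical axis), with 4 libraries per pair and a marker for each of 4 fits: edgeR's quasi-likelihood test on counts, edgeR's classic exact test on RPTM values, DESeq2 on counts, and the quasi-likelihood test with the replicate number as a block. The counts of root and pollen lie between 77 and 130, those of pollen and stamen between 0 and 12, and those of petal and stamen between 0 and 56.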

For examples, MIR167j has higher expression levels in pollens, leaves, stamens than in the roots and petals; MIR319g has higher expression level in roots, petals, pollens and stamens than in leaves; and MIR156c has higher expression levels in pollens than roots, petals, and stamens.

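MIR167j, UGAAGCUGCCAGCAUGAUCUC, had 16651 reads over the 10 libraries, 12749 of them identical to the full sequence. Its abundance was 5526 ± 474 RPTM (SD, n = 2) in pollen, 4684 ± 2833 in stamen and 1389 ± 310 in leaf, against 131 ± 87.4 in petal and 26.8 ± 3.33 in root. All 6 libraries of pollen, stamen and leaf lay above the 4 libraries of root and petal, with a difference of 5.81 in mean log2(RPTM + 1) (exact permutation test, p = 0.00952, the smallest p that 6 against 4 allow). The groups compared here and below are those the paper states from these same libraries. The test also shuffles single libraries, although the 2 libraries of a tissue are not independent. The exact p-values of this paragraph are therefore no independent support for the direction. With TMM-normalized counts in place of RPTM the difference of MIR167j was 4.94, and with identical reads only it was 6.85. In the tests of single pairs, its log2 fold change from petal to stamen was 4.97 (standard error 0.68) with an FDR of 0.077 in edgeR's quasi-likelihood test, above the threshold of 0.05, while the other 5 pairs of a higher and a lower tissue had an FDR of at most 0.0143. MIR319g, UUGGACUGAAGGGAGCUCCC, had 2145 reads. It was at 9.40 ± 5.98 RPTM in leaf, where the libraries held 3 and 10 reads, and at 555 ± 48.4 in root, 381 ± 32.3 in pollen, 259 ± 78.4 in stamen and 76.5 ± 25.7 in petal. The 8 libraries of these 4 tissues all exceeded the 2 leaf libraries, by 4.73 in mean log2(RPTM + 1) (exact permutation test, p = 0.0444, the smallest p that 8 against 2 allow). Leaving out single libraries moved the difference to between 4.11 and 5.35, and TMM-normalized counts gave 5.22. Relative to leaf the edgeR FDR was below the threshold for all 4 tissues, between 1.9e-13 for root and 0.0066 for petal. MIR156c, UUGACAGAAGAUAGAGAGCAC, had 6490 reads, of which 1487 were identical over the full length, so most of its count rests on shorter reads that other miR156 members can share. It was at 2892 ± 97.7 RPTM in pollen, 899 ± 43.7 in stamen, 241 ± 150 in petal and 34.1 ± 28.5 in root. Both pollen libraries exceeded the 6 libraries of the other 3 tissues, by 4.02 in mean log2(RPTM + 1) (exact permutation test, p = 0.071). That is the smallest p that 2 against 6 allow when the smaller tail is doubled, so the test in this form cannot reach 0.05. The difference was 3.13 with TMM-normalized counts and between 3.31 and 4.50 with single libraries left out. In the tests of single pairs, the log2 fold change from pollen to stamen was −0.87 (standard error 0.29, edgeR FDR 0.18), while the change from root to pollen was 5.15 (standard error 0.38, edgeR FDR 1.2e-33) and from petal to pollen 2.53 (standard error 0.65, edgeR FDR 0.035). The paper gives these 3 miRNAs as examples of deregulated miRNAs and reads the direction of each from the comparison of tissue pairs.

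**Figure D2:**
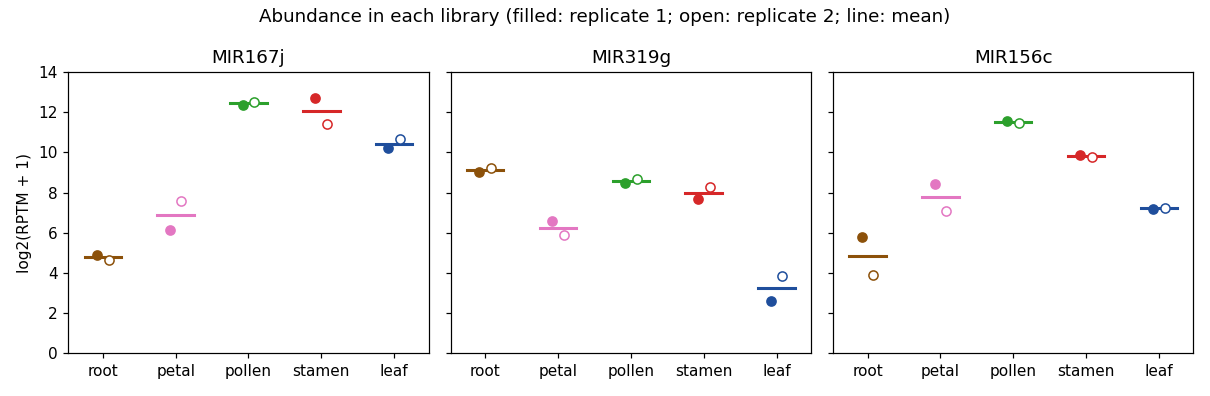
Abundance of MIR167j, MIR319g and MIR156c as log2(RPTM + 1) (vertical axis) in the 5 tissues (horizontal axis), with a filled point for replicate 1, an open point for replicate 2 and a line at the mean of the 2. MIR167j is lowest in root and petal (26.8 and 131 RPTM), MIR319g is lowest in leaf (9.40 RPTM), and MIR156c is highest in pollen (2892 RPTM).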

### Discovery of novel miRNAs in *R*.*rugosa*

We identified 22 putative novel miRNAs in *R. rugosa* (Additional file 1: Table S19). Four of the 22 putative novel miRNAs are shown in Additional file 2: Figure S4. 

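The sequences of both strands of the 4 hairpins were read from Figure S4 and searched in the 10 libraries. All 8 strands had at least 1 read lying wholly within them, and 7 of the 8 had full-length identical reads, at least 3 reads and reads in at least 2 libraries. Hairpin t9580602_h1 had 2791 reads on its 5p strand CUAGUCAUUGGUCAUAGCAUC and 36 on its 3p strand UGCUAUGACCAAUGACUAAAA, both in all 10 libraries. Hairpin t12461172_h0 had 22404 reads on GGAGUGACUCUAAGAACACAGG in 10 libraries and 1356 on UGUGUUCUCAGGUCACCCCUU in 9. These 2 strands are also those of the precursor MIR398a in Table S6. Hairpin t17341071_h1 had 23852 reads on UGACAGAAGAGAGUGAGCUC and 324 on GCUCACUACUCUAUCUGUCGGC, both in 10 libraries, and shares these strands with miR156a1 and miR156a2 of Table S6. For hairpin t14327308_h0 the 3p strand UACUGGCUACCUUGGAUGGAU had 103 reads, all from the 2 leaf libraries. Its 5p strand CCAUCCAAGCCAGCCAGUAAA had 2 reads in 1 pollen library and no identical read, which is below the 3 reads taken as the smallest detectable amount. The count of strands changed from 8 to 7 under each alternative, with identical reads only, with at least 3 reads, or with at least 2 libraries. The paper requires the presence of the miRNA* strand for annotating a miRNA and takes the reads of both strands as meeting that criterion.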

Both mature miRNA and miRNA* were detected in our sequencing libraries (Additional file 2: Figure S4a). 

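The abundances of the strands were compared between tissues and between the arms of each hairpin. The 5p strand of t9580602_h1 was at 633 ± 389 RPTM (SD, n = 2) in petal, 372 ± 151 in leaf, 253 ± 57.5 in pollen, 250 ± 169 in root and 233 ± 58.1 in stamen, so the means of the tissues differed by less than the 2 petal libraries did (358 and 908 RPTM). Its 5p strand had 77.5 times as many reads as its 3p strand. For t12461172_h0 the 5p strand was at 15859 ± 20225 RPTM in leaf and 2048 ± 2855 in petal, each mean resting on replicate 1, and at 83.8 ± 17.2 in root, 39.2 ± 8.23 in pollen and 31.0 ± 15.0 in stamen. The 5p strand exceeded the 3p strand 16.5-fold. For t17341071_h1 the 5p strand was at 8413 ± 3075 RPTM in petal, 3378 ± 1579 in leaf, 2667 ± 641 in pollen, 725 ± 477 in stamen and 282 ± 73.0 in root, and it exceeded the 3p strand 73.6-fold. The 3p strand of t14327308_h0 was at 76.0 ± 29.4 RPTM in leaf and was not detected in the other 8 libraries, where 3 reads would be between 2.36 and 6.09 RPTM. The sequences between the strands could be followed only for the 2 hairpins that share their strands with precursors of Table S6. On the hairpin of MIR398a 99.2% of the reads lay on the arms, and on those of miR156a1 and miR156a2 86.0% did. Counting identical reads only lowered the leaf mean of the t12461172_h0 5p strand to 14367 ± 18331 RPTM. From the higher abundances on the mature strands than on the other regions, together with the miRNA* reads, the paper proposes that these are real miRNAs under its annotation criteria.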

The mature miRNAs demonstrated clear accumulated abundances than other regions of the pre-miRNAs in different sRNA sequencing libraries (Additional file 2: Figure S4b). These evidences suggest that these miRNAs are real miRNAs according to the criteria for annotating miRNAs [50].

### Identifying miRNA targets in *R*.*rugosa*

We producted a degradome profile with over 23 million reads (Additional file 1: Table S20) to identify miRNA targets. By running FASTQC, we found that most nucleotides of the degradome reads have sequencing scores of 35 or higher (Additional file 2: Figure S5). We used the SeqTar algorithm [56] to identify targets for conserved miRNAs from the obtained degradome profile of *R. rugosa* leaf. This analysis revealed more than 19,000 putative targets for conserved miRNA families (Additional file 1: Table S21). 592 of these targets have significant accumulation of reads at the identified miRNA complementary sites with at least 3 valid reads and *P*-value of valid reads smaller than 0.05 (Additional file 1: Table S21).

We compared the number of conserved target genes for 26 highly conserved miRNA families to those in *Arabidopsis* and rice. Totally, we found 81 conserved targets for these 26 miRNA families (Additional file 1: Table S22). Nine of these targets were shown in Fig. 4 and 12 more were shown in Additional file 2: Figure S6. Among these targets identified in degradome analysis, only one AP2 gene targeted by miR172 (TR68272 |c1_g1_i3) was validated in a previous study [37].

**Fig. 4:**
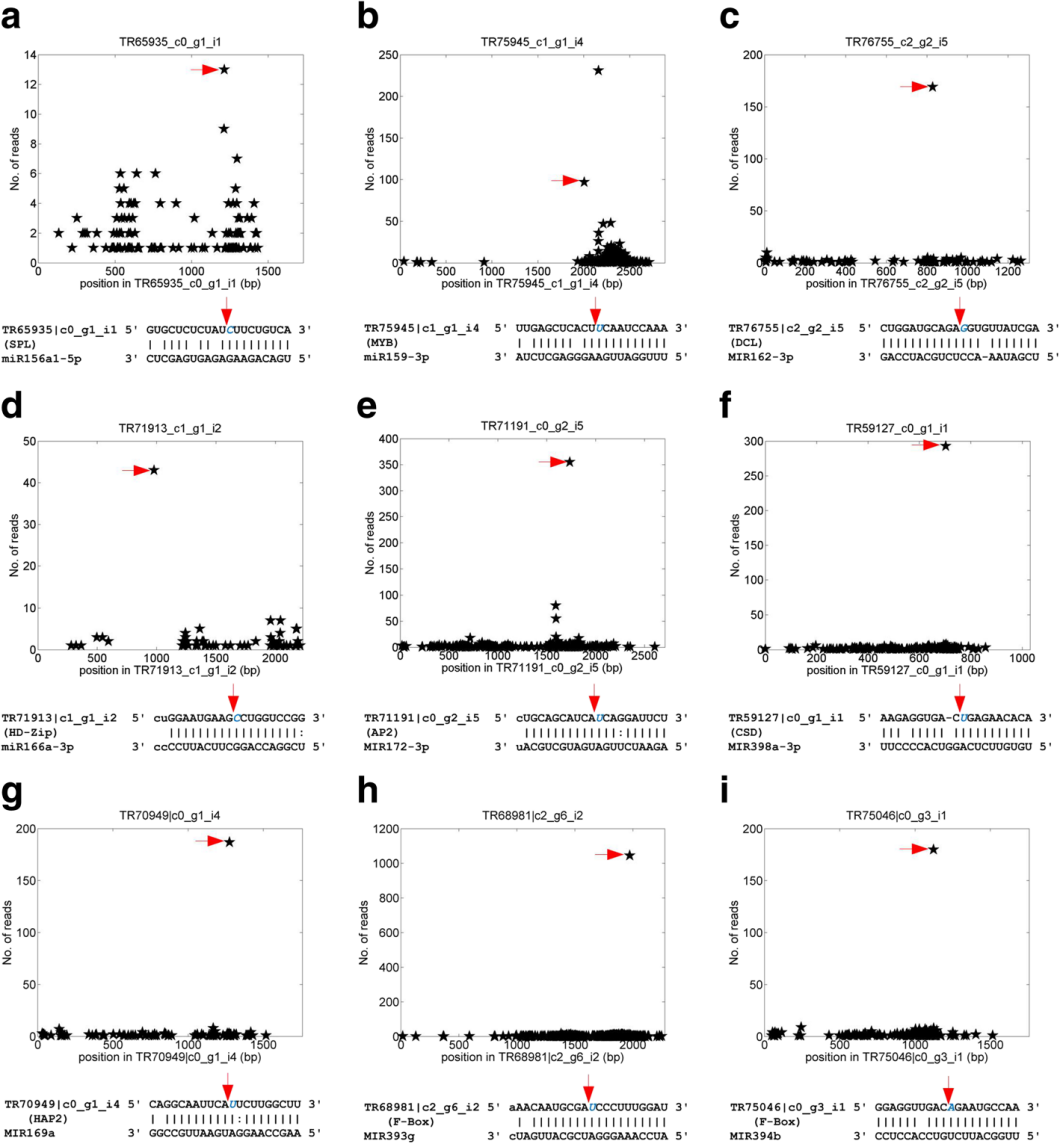
Some of the identified conserved targets of miRNAs in *R*.*rugosa*. The x-axis is the position on the transcript, and y-axis is the number of reads detected from a position. The arrows in the upper parts correspond to the positions pointed by the arrows of the same colors in the lower parts. **a** miR156a1-5p:TR65935 |c0_g1_i1, a SPL gene. **b** miR159-3p:TR75945 |c1_g1_i4, a MYB gene. **c** MIR162-3p:TR76755 |c2_g2_i5, a DCL gene. **d** miR166a-3p:TR71913 |c1_g1_i2, a HD-Zip gene. **e** MIR172-3p:TR71191 |c0_g2_i5, an AP2 gene. **f** MIR398a-3p:TR59127 |c0_g1_i1, a CSD gene. **g** MIR169a:TR70949 |c0_g1_i4, a HAP2 gene. **h** MIR393g:TR68981 |c2_g6_i2, a F-Box gene. **i** MIR394b:TR75046 |c0_g3_i1, a F-Box gene

### PHAS loci in *R*.*rugosa*

The sRNA profiles of 10 samples in this study were aligned to self-assembled *R. rugosa* transcriptome using SOAP2 [47]. Then, we used an in-house written program [57] to predict PHAS loci and phasiRNAs from the alignment results of SOAP2 based on methods described earlier (see Methods for details). We predicted three hundred and thirty nine 21 nt PHAS loci by using a phase score threshold of 5 and a multiple-test corrected *P*<0.05 (Additional file 1: Table S23). We aligned the obtained PHAS sequences to NCBI Nucleotide Collection (nr/nt) database and the TIGR Plant Repeat database to obtain putative annotation of the predicted PHAS loci (details are given in Additional file 1: Table S19). These PHAS loci were mainly derived from protein coding genes (Fig. 5a).

**Fig. 5:**
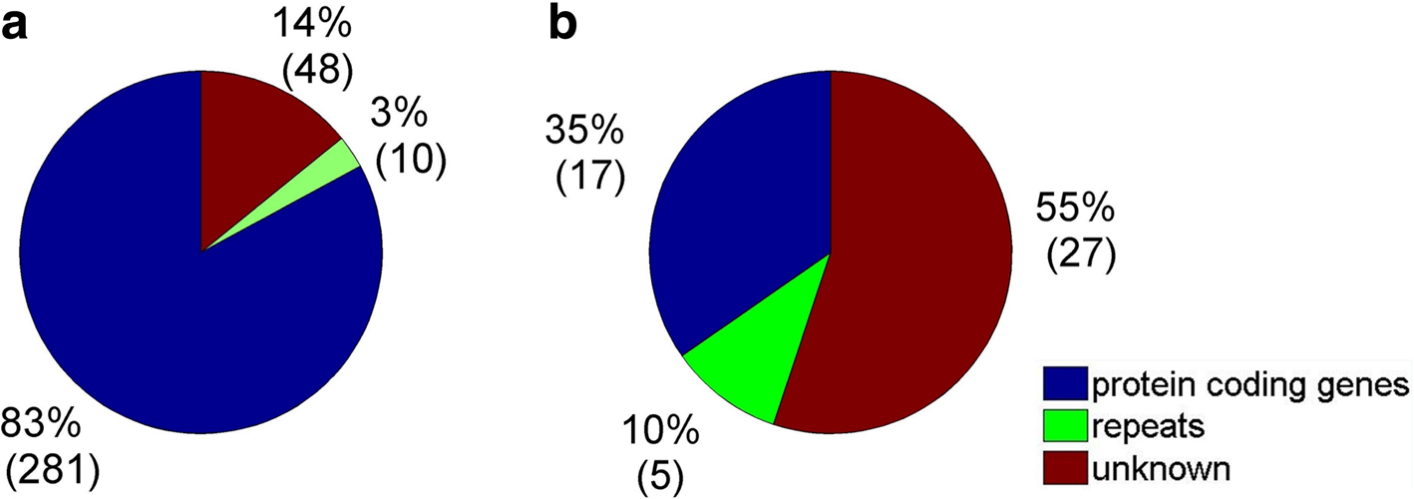
The types of molecules of the identified PHAS loci in *R*.*rugosa*. **a** The categories of 21 nt PHAS loci. **b** The categories of 24 nt PHAS loci

Similarly, by using a phase score threshold of 5 and a multiple-test corrected *P*<0.05, we predicted forty nine 24 nt PHAS (Additional file 1: Table S24). Most of 24 nt PHAS loci belong to unknown category in *R. rugosa* (Fig. 5b), which is different from the 21 nt PHAS loci. The second largest category of 24 nt PHAS loci is protein coding genes (Fig. 5b).

Taken together, the 339 and 49 PHAS loci encoding 2859 and 369 twenty one and twenty four nt phasiRNAs, respectively (Additional file 1: Tables S25 and S26, respectively). The putative targets of 21 and 24 nt phasiRNAs are provided in Additional file 1: Tables S27 and S28, respectively. One of the 21 nt PHAS loci is a TAS3 gene shown in Fig. 6a. It is targeted by miR390 at two loci (Fig. 6b and c) around a conserved tasiRNA, named as TAS3a_D8(+), (the yellow part in Fig. 6a), using the naming method described earlier [15]. 

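The TAS3a transcript of Fig. 6a is 519 nt long as copied from the figure. The files analysed here hold no genome of the species, so positions are counted from 1 at the 5′ end of this transcript. The 5′ miR390 complementary site, GGUGCUAUCCUACCUGAGCUU, spans positions 179 to 199, and the 3′ site, UUGUCUAUCCCUCCUGAGCUG, positions 409 to 429. The conserved tasiRNA TAS3a_D8(+), UUCUUGACCUUGUAAGACCUU, lies between them at 251 to 271 on the sense strand. MIR390a, AAGCUCAGGAGGGAUAGCGCC, had 2075 reads in the 10 libraries. Its abundance was 574 ± 8.41 RPTM (SD, n = 2) in pollen, 432 ± 410 in stamen, 202 ± 57.9 in petal, 19.0 ± 12.1 in root and 13.0 ± 1.08 in leaf. The pollen mean exceeded the petal, root and leaf means by more than the spread of their replicates. In edgeR's quasi-likelihood test, however, the log2 fold change from petal to pollen was 0.54 (standard error 0.40, FDR 0.30), not past the threshold. The stamen libraries differed from each other too much (142 and 722 RPTM) to be placed relative to pollen and petal. Both lay above all root and leaf libraries (edgeR FDR 0.011 against root and 0.0037 against leaf). TAS3a_D8(+) had 500 identical reads. It was at 57.4 ± 5.56 RPTM in pollen, 60.8 ± 0.025 in petal, 30.2 ± 9.05 in stamen and 4.50 ± 1.43 in root, and the 2 leaf libraries held 29.3 and 331 RPTM. Counting also shorter reads within the tasiRNA raised the total to 530 reads. The paper describes this locus as a TAS3 gene with 2 miR390 target sites around the conserved tasiRNA.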

From degradome analysis, it was found that a few reads corresponding to these two miR390 complementary sites were generated. 

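Reads of the 10 libraries were matched to both strands of the TAS3a transcript without mismatch. In total 16448 reads of 18 to 30 nt and 739 unique sequences matched, and 83.7% of these reads were 21 nt long. The 21 nt reads numbered 13763, of 283 unique sequences, with 7277 on the sense and 6486 on the antisense strand, and 13622 of them (99.0%) lay between the start of the 5′ and the end of the 3′ miR390 site. The abundance of 21 nt reads was 2811 ± 2337 RPTM (SD, n = 2) in leaf, 2367 ± 223 in pollen, 1745 ± 221 in stamen, 1685 ± 299 in petal and 452 ± 29.9 in root. Root was thus below pollen, stamen and petal by more than the spread of the replicates, whereas the leaf libraries, at 1158 and 4464 RPTM, spanned the values of these tissues. Reads that are cut in steps of 21 nt from a cleavage site share a register, that is, the same remainder of their start position, less 1, divided by 21, with antisense reads shifted by 2 nt. The register of the 3′ cleavage site held 3662 of the 21 nt reads, 26.6% (95% Wilson interval 25.9% to 27.4%), and that of the 5′ site 1.63%, against 4.76% for an even spread over the 21 registers. The interval of the pooled share treats reads as independent and does not cover the differences between libraries. In single libraries the share in the 3′ register ranged from 20.3% (Wilson interval 18.9% to 21.7%, 3275 reads) in leaf replicate 2 to 36.4% (30.7% to 42.6%, 247 reads) in root replicate 2. In the best window of 210 nt, from 169 to 378, 17 phased positions were among the 204 positions with reads (exact hypergeometric test, p = 6.6e-04). This window was picked from those scanned along the transcript, and its p is not corrected for that search. The register 1 nt before it held the largest share, 53.3% or 7334 reads, and contains TAS3a_D8(+). That register was examined after seeing the data. The share moved most when 1 nt on either side of the 3′ register was allowed, to 81.5%. The most abundant 21 nt sequence was UUUGUUAGAAUACGGAUGAGA on the antisense strand at 312 to 332 with 1970 reads. It was followed by AUAAGGAUGAAAGAAAAAGGA on the antisense strand at 207 to 227 with 1854 reads and UCAUCCGUAUUCUAACAAACU on the sense strand at 314 to 334 with 1777 reads. The paper reports a few degradome reads at the 2 miR390 sites and, as a separate statement, many siRNAs from this locus.

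**Figure D3:**
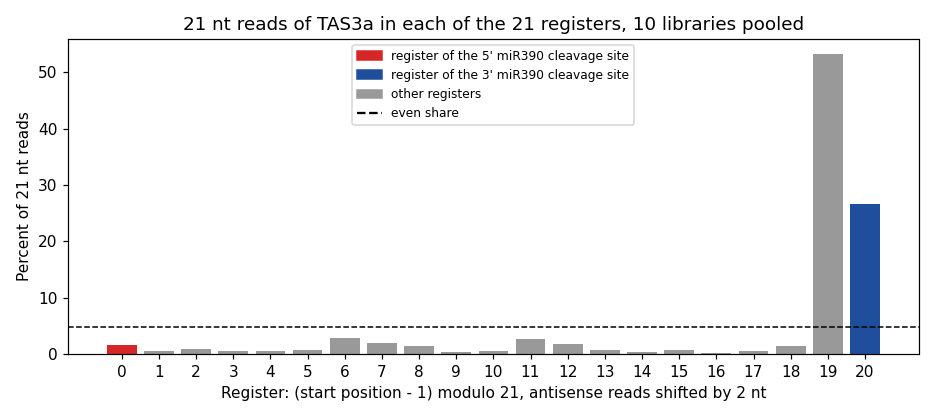
Percent of the 13763 reads of 21 nt on TAS3a (vertical axis) in each of the 21 registers (horizontal axis), 10 libraries pooled, with the register of the 5′ miR390 cleavage site in red, that of the 3′ site in blue, the others in grey and the even share of 4.76% as a dashed line. Registers 19 and 20 hold 53.3% and 26.6% of the reads, and no other register holds more than 2.88%.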

This locus generates numerous siRNAs (Fig. 6d). The conserved tasiRNA targets at least four ARF genes (Fig. 6f). Two of these ARF targets are also validated by the degradome analysis (Fig. 6g and h).

**Fig. 6:**
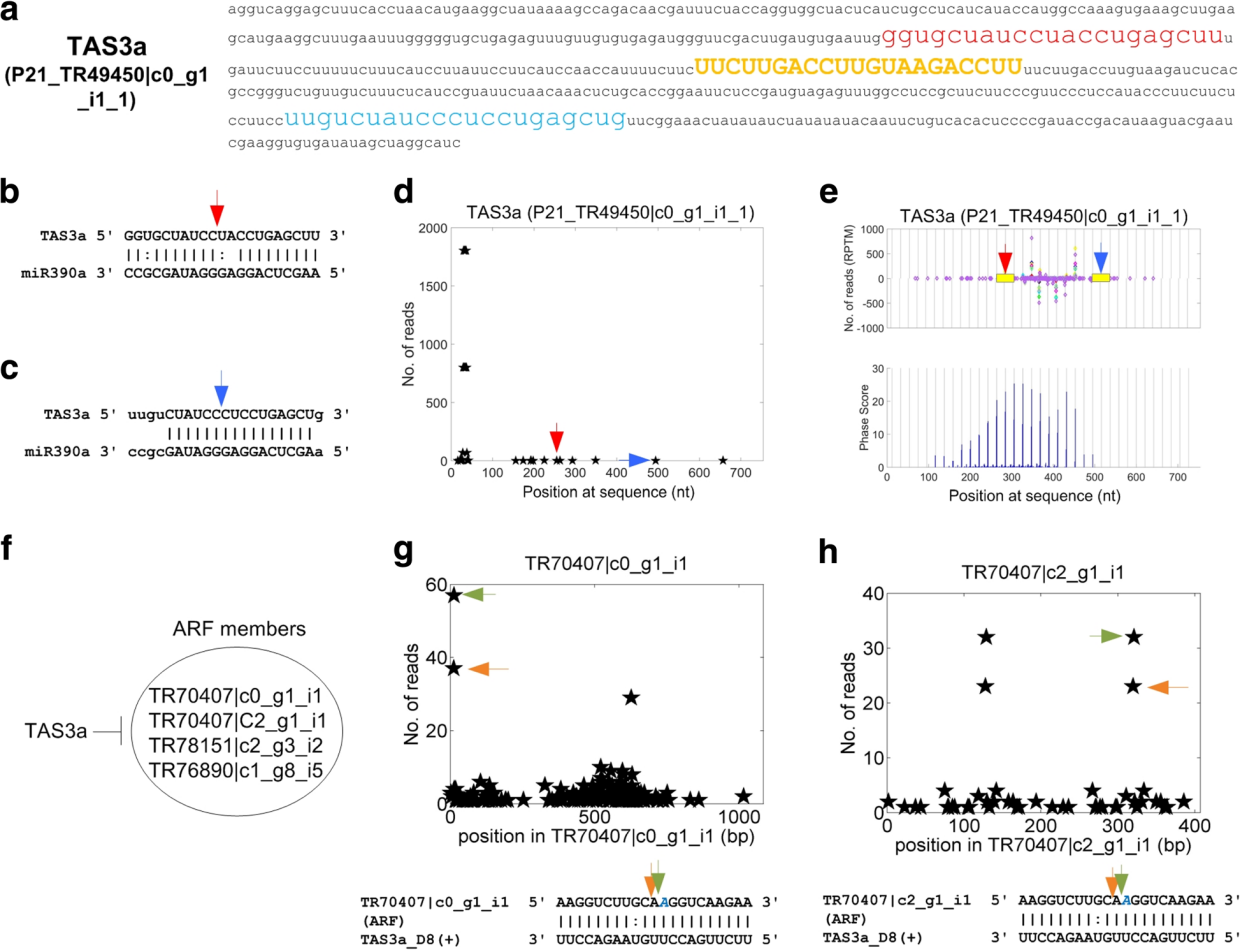
TAS3, tasiRNA and its targets in *R*.*rugosa*. **a** The sequence and genomic locus of TAS3a. The red and blue region are the 5’ and 3’ miR390 complementary sites. The yellow and black regions in upper cases are the tasiRNAs that target ARF genes. **b** The 5’ miR390 site on TAS3a. **c** The 3’ miR390 site on TAS3a. **d** The distribution of degradome reads on TAS3a transcript. The two positions pointed by red and blue arrows correspond to the 5’ and 3’ miR390 site shown in Part (**b**) and (**c**), respectively. **e** The distribution of small RNA reads in the small RNA profiles on TAS3a. **f** Four ARF genes that are targeted by TAS3 derived tasiRNAs. **g** The T-plot of and complementary sites of TAS3a_D8(+):TR70407 |c0_g1_i1. **h** The T-plot of and complementary sites of TAS3a_D8(+):TR70407 |c2_g1_i1. In Part (**g**) and (**h**), the x-axis is the position on the transcript, and y-axis is the number of reads detected from a position. The arrows in the upper parts correspond to the positions pointed by the arrows of the same colors in the lower parts

Since miRNAs play key roles in the generation of phasiRNAs, we identified miRNA triggers for these PHAS loci on both strands by using the degradome sequencing profile and the SeqTar algorithm. The putative miRNA triggers of PHAS loci are also listed in Additional file 1: Table S23.

It is worth mentioning that miR482 potentially triggers the generations of phasiRNAs from more than 20 NB-LRR genes (Additional file 1: Table S23). Two of them are shown in Fig. 7. From Fig. 7a, c and e, it is shown that miR482-3p triggers the generations of siRNAs from the centers of the complementary sites. 

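The sequences of the 3 PHAS loci of Fig. 7 are not in the files analysed here, so the distribution of reads along them was not repeated, and the siRNA that the figure names for each locus was counted in the 10 libraries instead. The trigger miR482-3p, UCUUGCCUAUGCCUCCCAUUCC, a sequence of 22 nt, had 2653 reads and was at 426 and 788 RPTM in the 2 leaf libraries and at 303 ± 80.7 RPTM (SD, n = 2) in petal, 283 ± 183 in stamen, 269 ± 171 in root and 252 ± 69.3 in pollen. Among petal, stamen, root and pollen the means differed by less than the spread of the replicates. The siRNA of P21_TR70926, CAAGUUCACACAGUUUUGGUC, had 1104 reads, of which 1068 were identical, and its mean lay between 96.5 ± 7.34 RPTM in leaf and 171 ± 20.8 in pollen. The siRNA of P21_TR72504, GUGGGAAAGAUAAUCGGAGCG, had 346 reads and was at 98.1 ± 27.0 RPTM in leaf, 62.6 ± 3.49 in pollen, 36.0 ± 4.63 in petal, 34.4 ± 31.8 in stamen and 15.2 ± 8.12 in root. Counting only identical reads moved this siRNA most, to 209 reads in total. The siRNA of P21_TR75515, CAGAAAAUUGGGCUUUUUAAU, had 13 reads, all in the replicate 1 libraries of root, petal, pollen and stamen, and it was at most at 10.2 RPTM, in stamen replicate 1, where 3 reads are 6.09 RPTM. In Fig. 7 the paper places the phased siRNAs relative to the miR482-3p complementary site, and from this placement it reasons that miR482-3p triggers their generation.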

Meanwhile, as indicated in Fig. 7b, d and f, miR482-3p could induce strong cleavages on these PHAS transcripts.

**Fig. 7:**
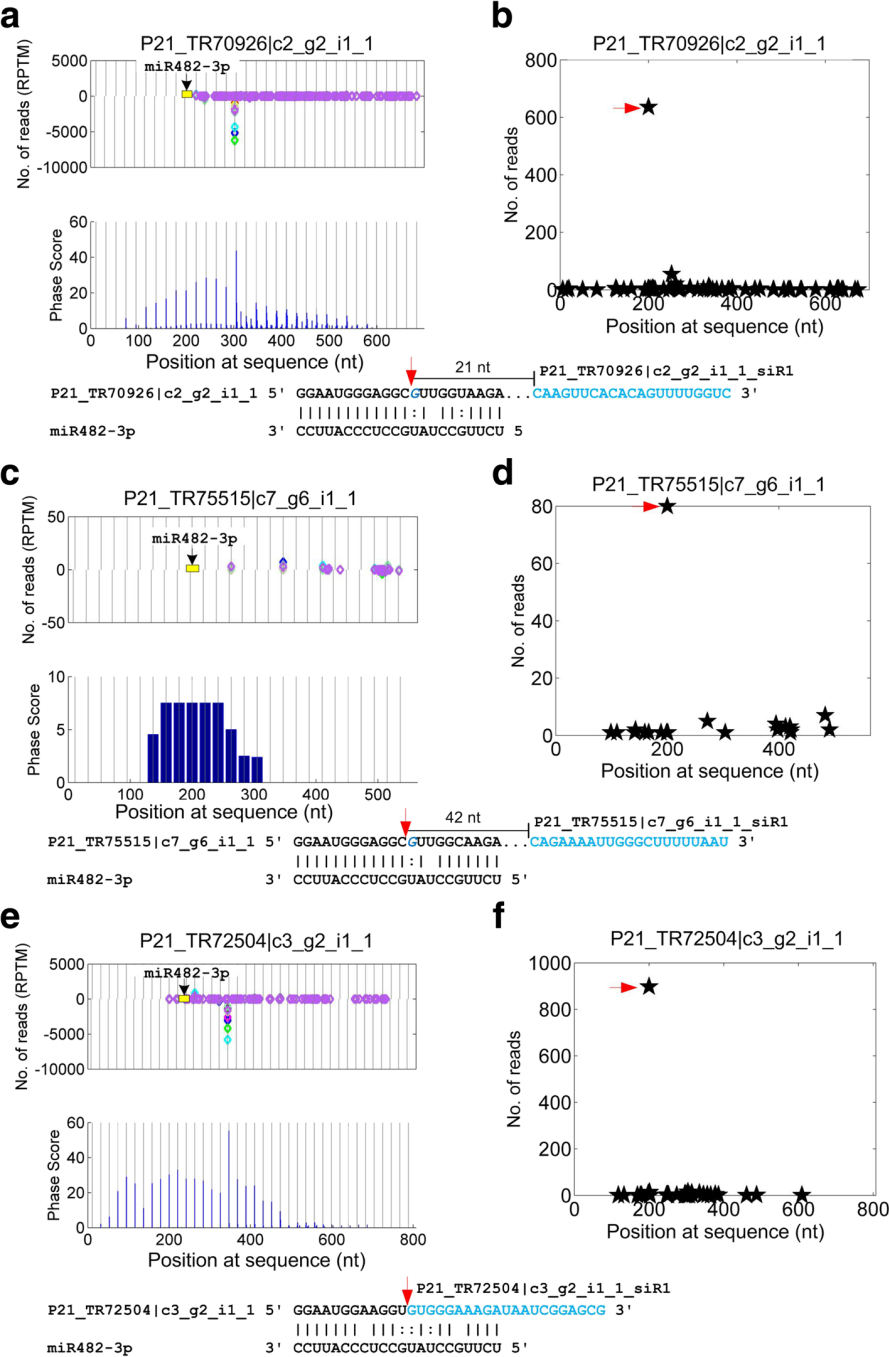
Three PHAS loci from NB-LRR genes that are triggered by miR482. **a** The distribution of 21 nt siRNAs and Phase Scores on P21_TR70926 |c2_g2_i1_1. **b** The T-plot of and complementary sites of miR482a-3p:P21_TR70926 |c2_g2_i1_1. **c** The distribution of 21 nt siRNAs and Phase Scores on P21_TR75515 |c7_g6_i1_1. **d** The T-plot of and complementary sites of miR482a-3p:P21_TR75515 |c7_g6_i1_1. **e** The distribution of 21 nt siRNAs and Phase Scores on P21_TR72504 |c3_g2_i1_1. **f** The T-plot of and complementary sites of miR482a-3p:P21_TR72504 |c3_g2_i1_1. In Part (**a**), (**c**) and (**e**), the vertical gray lines with distances of 21 nt are the phased positions from the position with the highest phase scores of the PHAS loci. The yellow boxes in the read distribution panel represent the miR482a-3p complementary sites. Sites pointed by miRNAs from above and under zero read line means miRNAs complement to the plus and minus strand of the predicted PHAS loci, respectively. The predicted miR482a-3p complementary sites are shown below the phase score panel. The blue region after the complementary sites are one of the phasiRNAs generated from the PHAS loci

## Conclusion

*R. rugosa* is an important crop plant for economical and floricultural reasons. However, there are only few studies that reported sRNA profiles in this important plant species. We systematically sequenced and analyzed 10 small RNA libraries from five different tissues of *R. rugosa* from which 321 conserved mature miRNAs were detected. We also identified 25 pre-miRNAs, 339 PHAS loci encoding 21 nt phasiRNAs, and 49 PHAS loci encoding 24 nt phasiRNAs. We also identified 22 novel miRNAs. By analyzing a degradome library, more than 500 reliable targets of conserved miRNAs or tasiRNAs were identified. Furthermore, our results suggest that approximately 20 putative NB-LRR genes are targeted by miR482-3p to generate phasiRNAs in *R. rugosa*. The RNA-seq profiles of leaves and petals suggest that thousands of genes have shown significantly different expression levels in these two tissues of *R. rugosa*, and these genes are enriched in GO terms and KEGG pathways related to metabolic processes and photosynthesis. These results significantly improved our knowledge of sRNA guided gene regulations in *R. rugosa*.

## Additional files

Additional file 1 This is an MS Excel file. This file includes 28 supplementary tables.

Additional file 2 This is a pdf file. This file includes 6 supplementary figures.

## Abbreviations

AGO: Argonaute
AP2: Adipocyte protein 2
ARF: Auxin response factor
CC: Correlation coefficient
cDNA: Complementary DNA
CSD: Copper-zinc superoxide dismutase
DCL: Dicer like
DCL1: Dicer like-1
DCL4: Dicer like-4
DCL5: Dicer like-5
dsRNAs: double strand RNAs
FDR: False discovery rate
FPKM: Fragments per kilobase million sequencing tags
GO: Gene ontology
HAP2: HAPLESS2
HD-Zip: Homeodomain leucine zipper family of transcription factors
KEGG: Kyoto encyclopedia of genes and genomes
logFC: log2FoldChange
miRNAs: microRNAs
mRNAs: message RNAs
MYB: Myeloblastosis family of transcription factors
NB-LRR: Nucleoside-binding site leucine rich repeat genes
ncRNAs: non-coding RNAs
PCA: Principle component analysis
phasiRNAs: phased small interfering RNAs
PPR: Pentatricopeptide repeats
pre-miRNAs: precursor microRNAs
RDR6: RNA-dependent RNApolymerase6
RISC: RNA-induced silencing complex
RNA-seq: RNA sequencing
RPTM: Reads per ten million sequencing tags
SeqTar: SEQuencing-based sRNA TARget prediction siRNAs: Small interfering RNAs
siRNAs: small interfering RNAs
SOAP: Short oligonuclotide analysis program
SPL: SPOROCYTELESS
sRNA: small RNA
sRNA-seq: small RNA-seq
tasiRNAs: trans-acting small interfering RNAs

# Supplementary material for: Analysis of microRNAs, phased small interfering RNAs and their potential targets in Rosarugosa Thunb
**Source:** BMC Genomics. 2019 Apr 18;19(Suppl 9):983. doi: 10.1186/s12864-018-5325-2
**Supplement:** Supplementary file 2 — This is a pdf file. This file includes 6 supplementary figures.

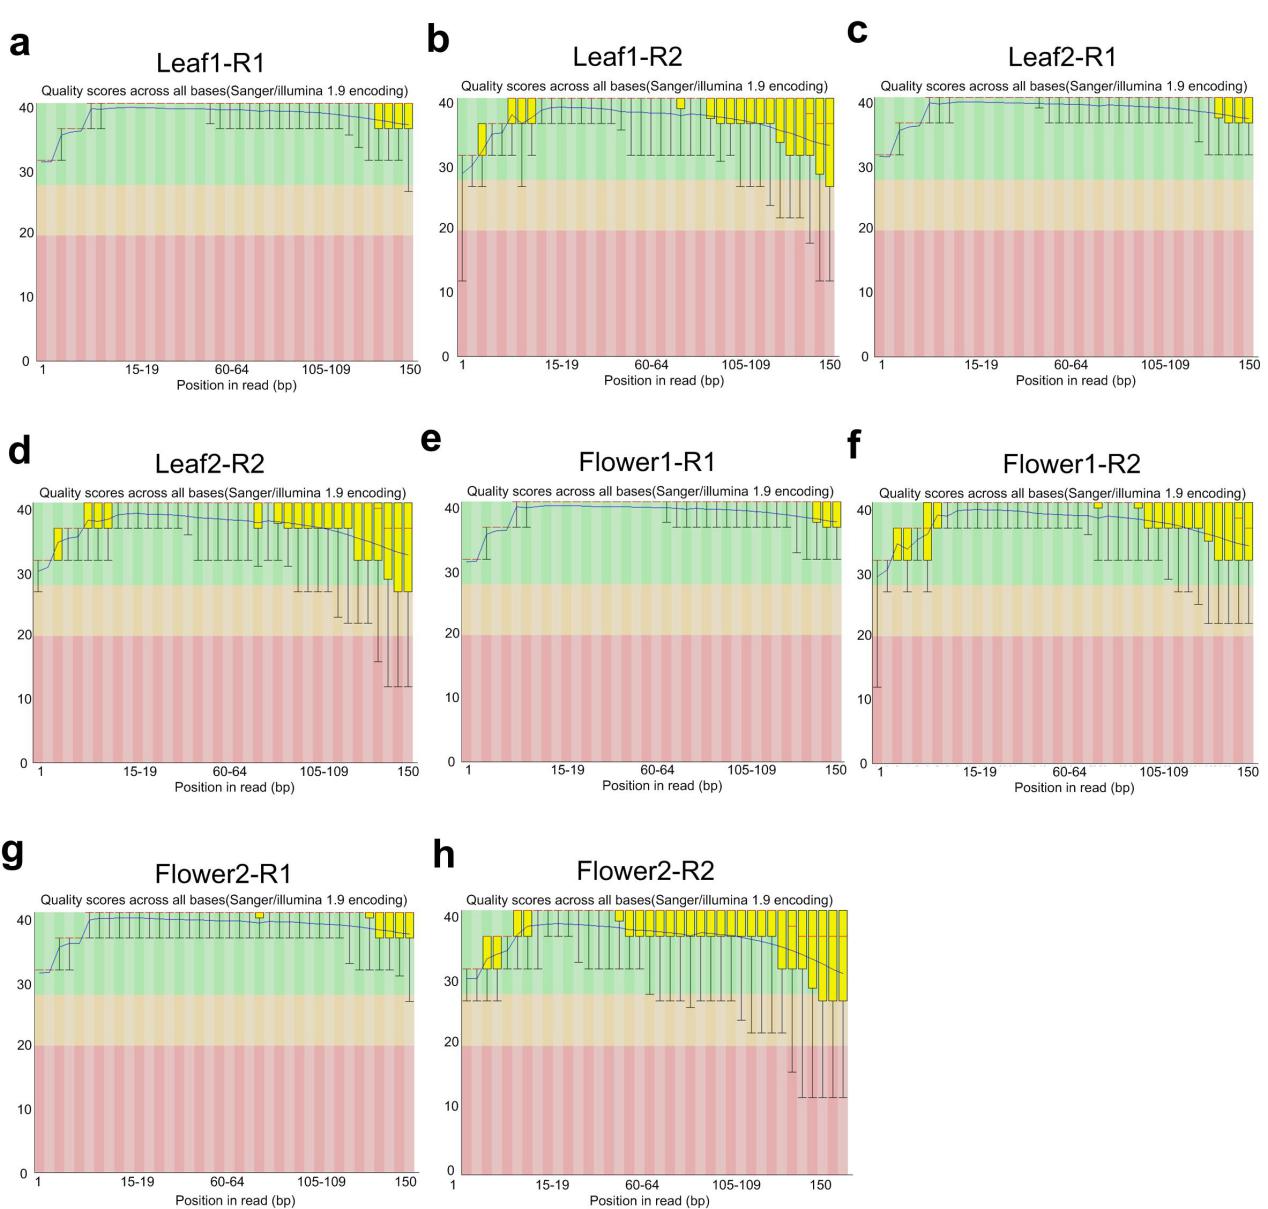

**Figure S1.** Per base sequence quality of 4 RNA-Seq sequencing profiles.

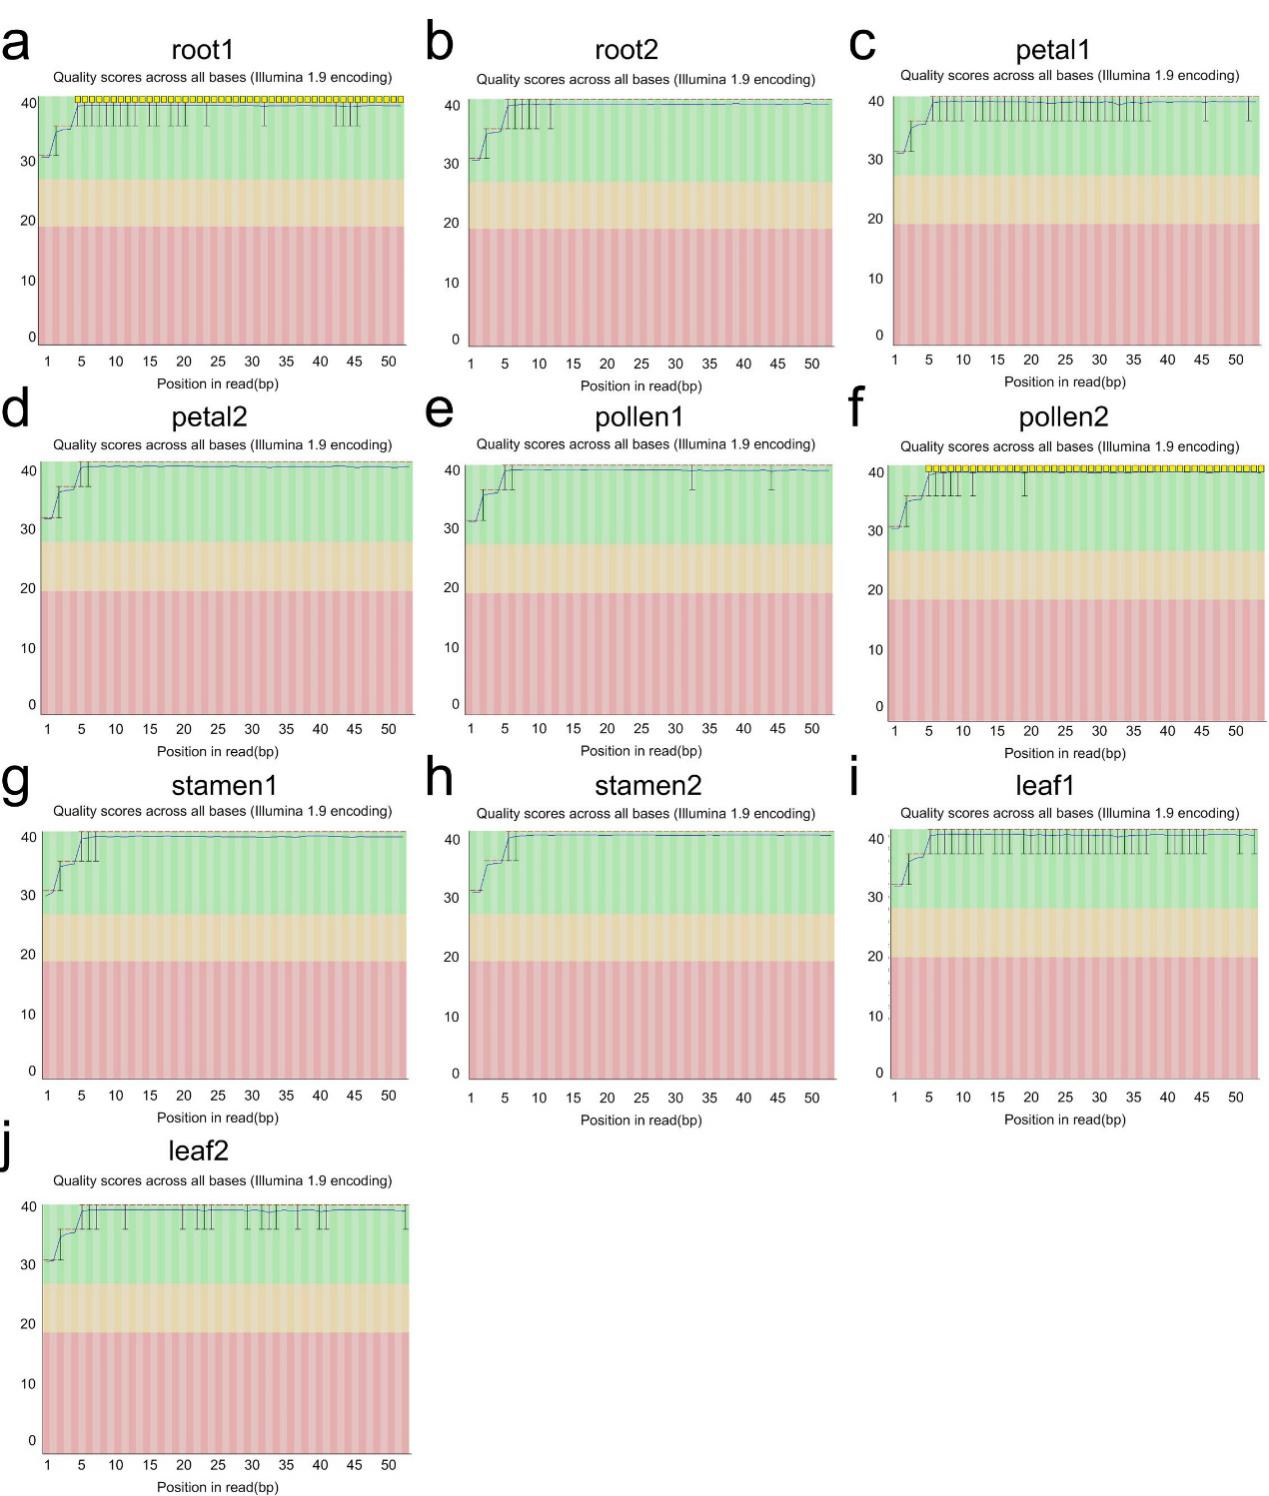

**Figure S2.** Per base sequence quality of 10 small RNA sequencing profiles.

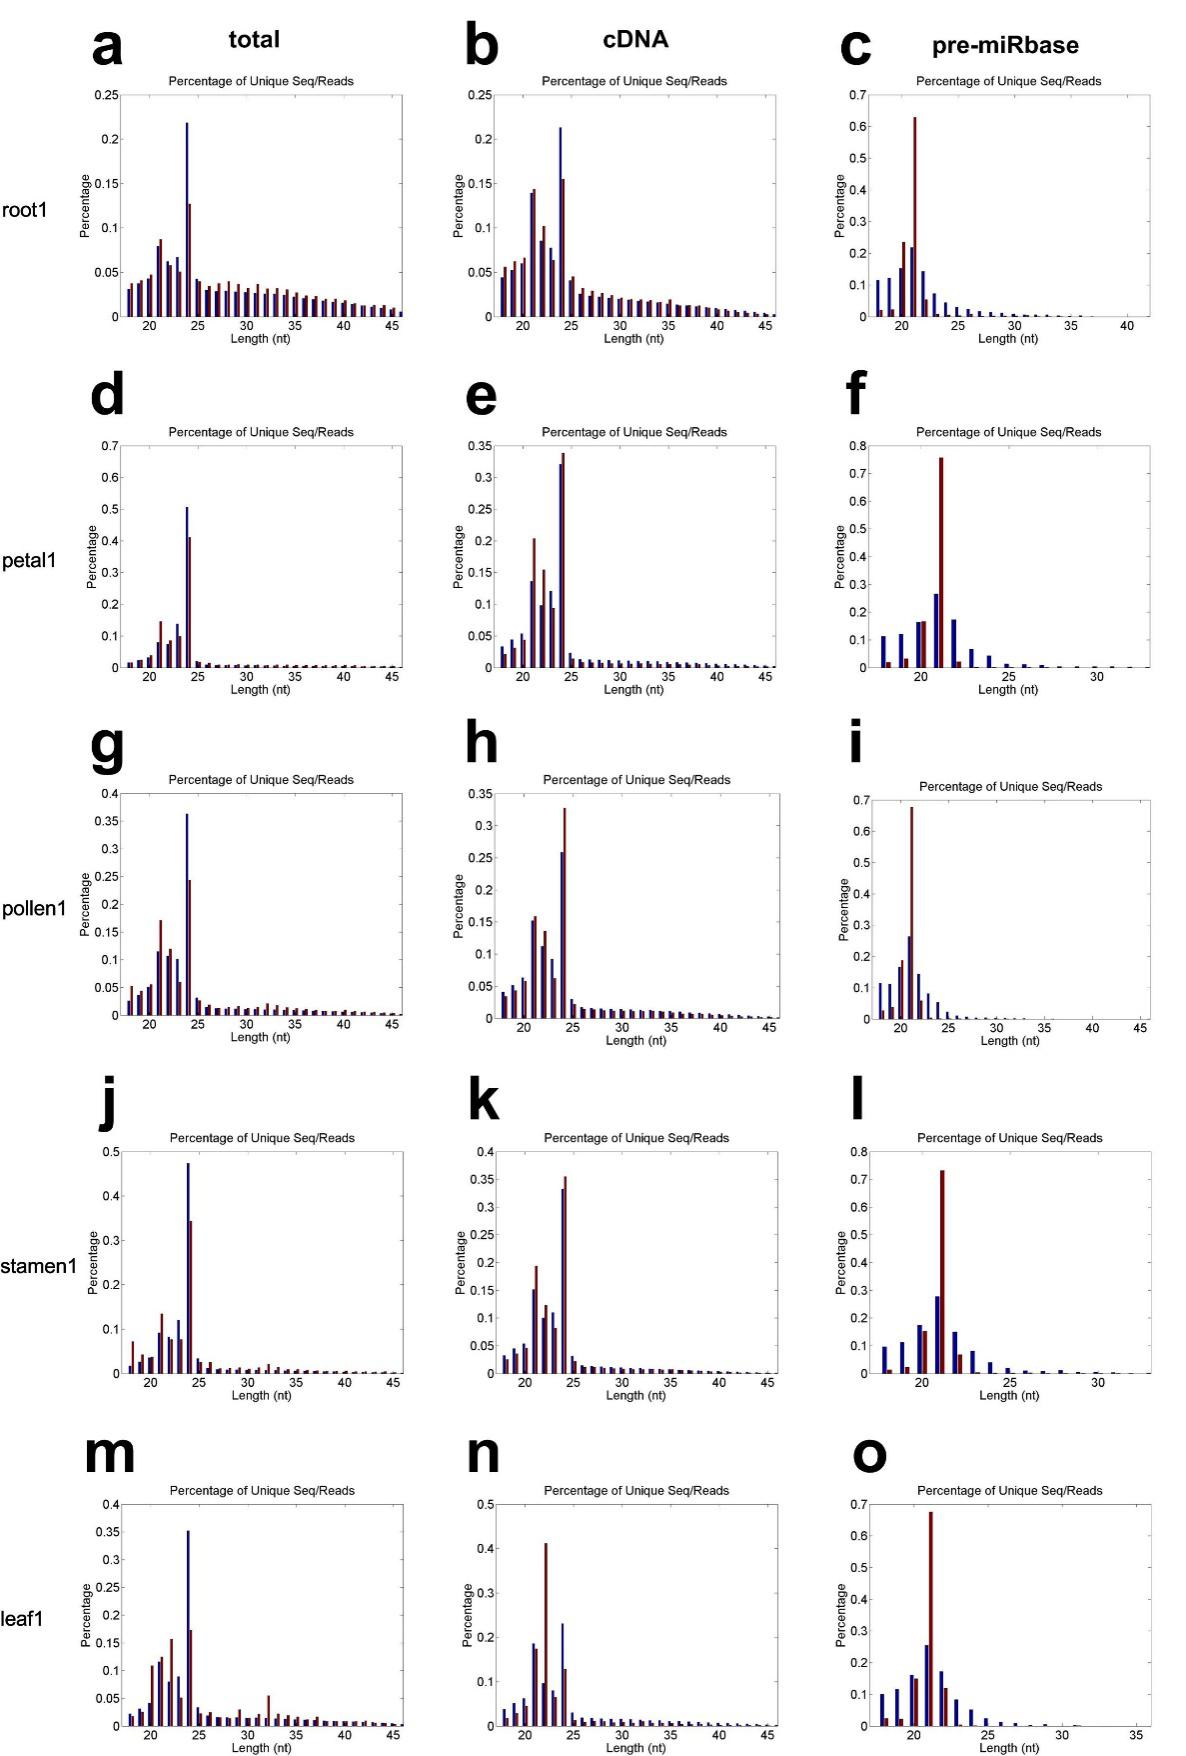

**Figure S3.** The length distributions of reads and unique sequences in 5 sRNA-seq libraries. (a) - (c) are the first root sample. (d) - (f) are the first petal sample. (g) - (i) are the first pollen sample. (j) - (l) are the first stamen sample. (m) - (o) are the first leaf sample. The vertical axis show the percentages of reads (red bars) and unique sequences (blue bars). The first column lists the distributions for reads and unique sequences in the whole libraries. The second column lists the distributions for reads mapped to genome. The third column lists the distributions for reads mapped to pre-miRBase.

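The length distribution shows which classes of small RNA a library holds, since plant miRNAs and phasiRNAs are mostly 21 or 22 nt long and the siRNAs of repeats mostly 24 nt. In the whole libraries, the column of Figure S3 that needs no alignment, 24 nt was the most frequent length in root replicate 1 (12.7% of reads), petal replicate 1 (41.1%), pollen replicate 1 (24.4%), stamen replicate 1 (34.4%) and leaf replicate 1 (17.3%). The second replicates, which Figure S3 leaves out, had 14.0%, 22.1%, 21.6%, 11.5% and 24.0% of their reads at 24 nt in the same order. The replicates of petal and stamen thus differed by 18.9 and 22.9 percentage points, and those of root, pollen and leaf by less than 7. In petal replicate 2 and stamen replicate 2 the 21 nt reads were more frequent (23.3% and 19.2%) than the 24 nt reads. Over both replicates, 21 nt reads were 17.4% ± 0.39 (SD, n = 2) in pollen, 18.9% ± 6.15 in petal, 16.3% ± 4.05 in stamen, 15.5% ± 4.28 in leaf and 9.16% ± 0.63 in root. Both root libraries lay below all others at 21 nt, and root had 52.7% ± 3.52 of its reads at 25 nt or more, against 19.7% ± 2.39 in petal. Among the unique sequences, 24 nt made up 22.7% ± 1.16 in root and 42.9% ± 10.9 in petal. The columns for reads mapped to the genome and to miRNA precursors need references that are not in the files analysed here.

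**Figure D4:**
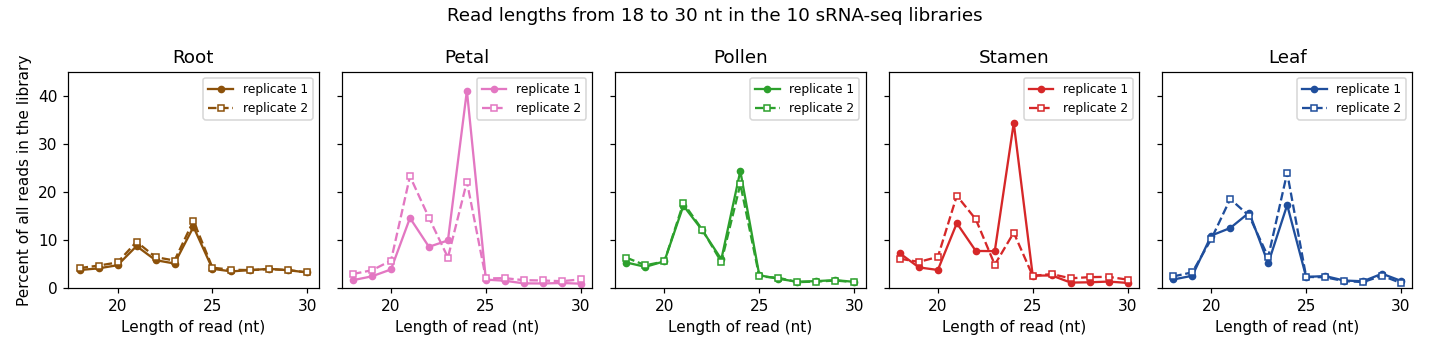
Percent of all reads in the library (vertical axis) at each read length from 18 to 30 nt (horizontal axis), with a panel per tissue, a solid line with filled points for replicate 1 and a dashed line with open squares for replicate 2. The peak at 24 nt reaches 41.1% in petal replicate 1 and 22.1% in petal replicate 2, and 34.4% in stamen replicate 1 and 11.5% in stamen replicate 2, while the 2 lines of root and of pollen nearly overlap.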

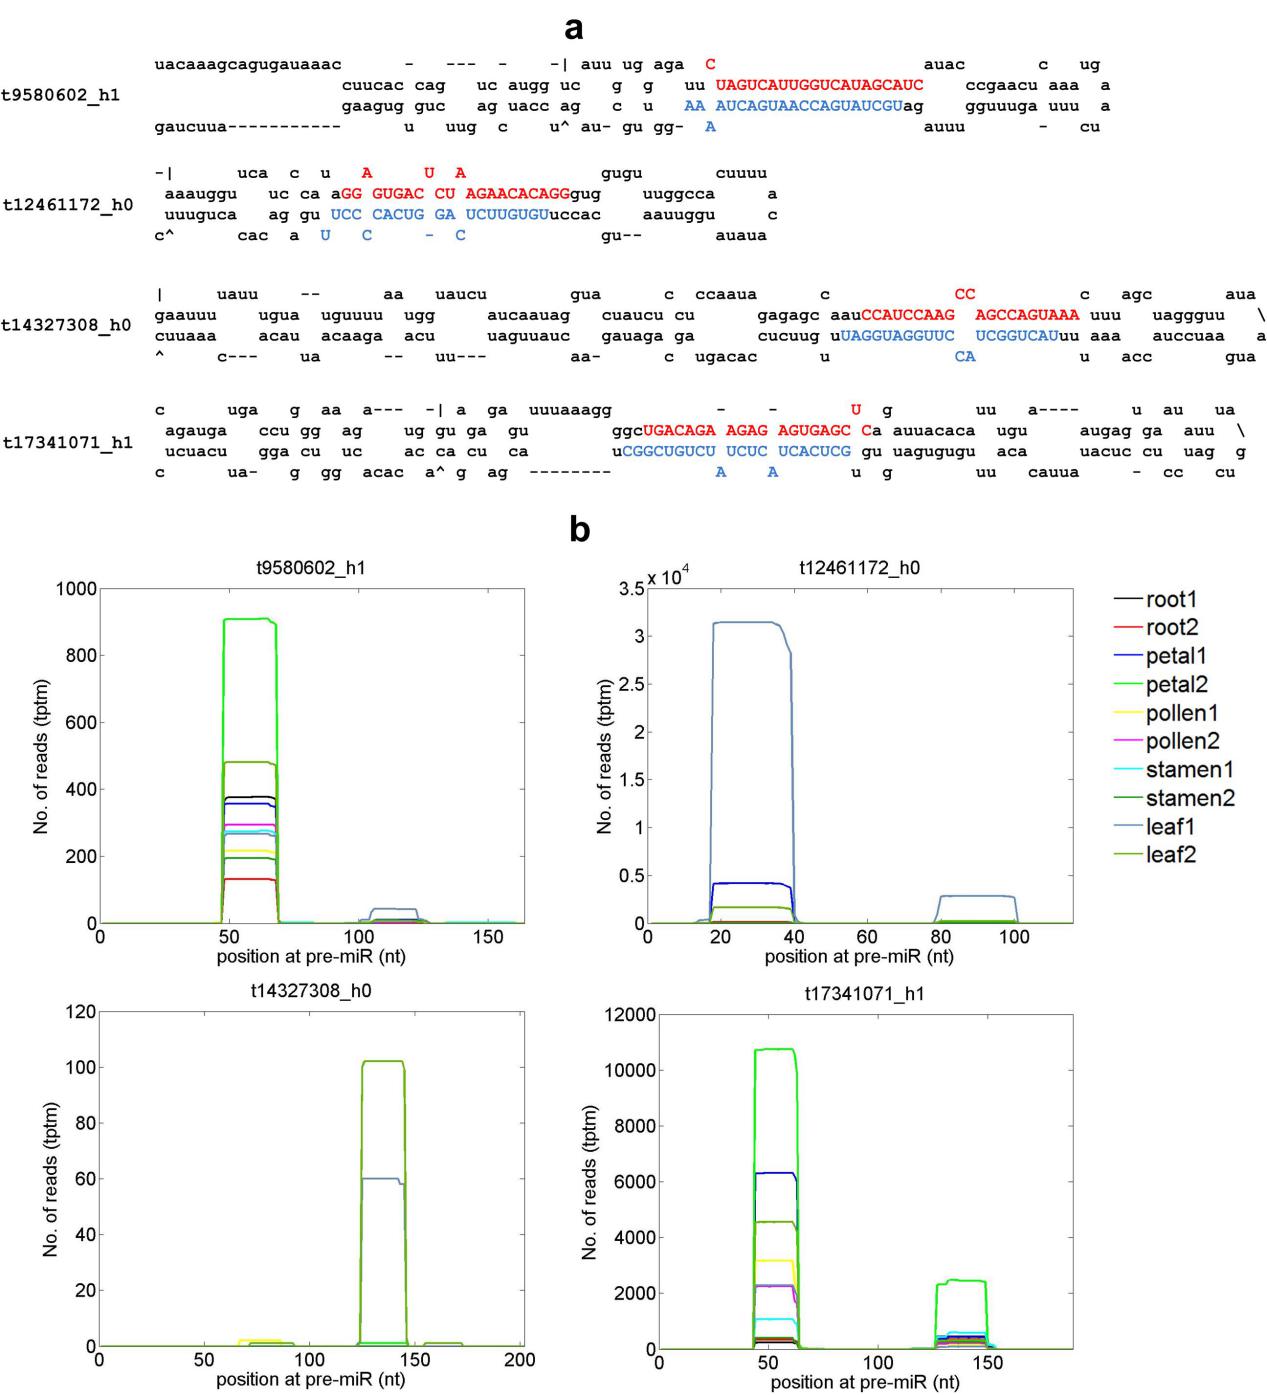

**Figure S4.** Four of the identified novel miRNAs in rose. (a) The secondary structures of three novel miRNA precursors. (b) The distribution of reads on the four novel pre-miRNAs, The number of reads are normalized to Tags Per Ten Million (RPTM) sequencing.
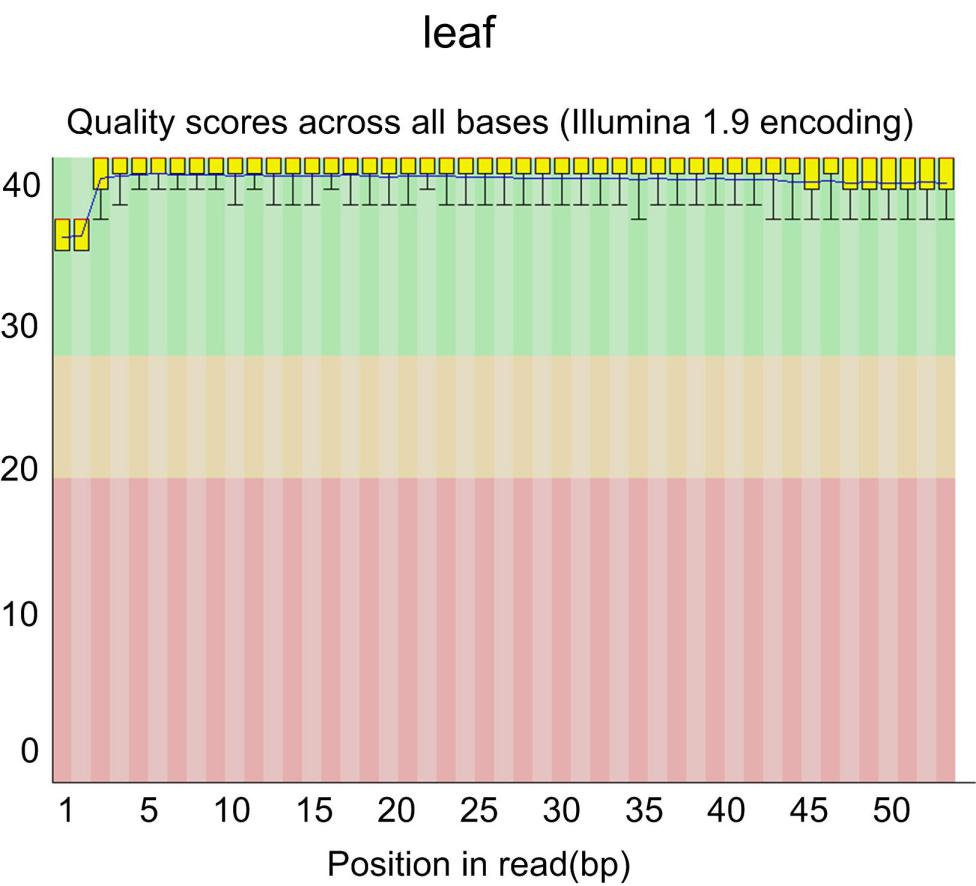

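The figure shows, for each hairpin, the predicted fold of the precursor and the number of reads that start along it, scaled to RPTM, so that libraries of different depth can be compared. A miRNA precursor is cut by Dicer into a duplex, of which one strand (the mature miRNA) usually accumulates and the other (the miRNA*) is degraded, and reads of a real precursor are therefore stacked on these strands with few in between. Over the 10 libraries the more abundant strand had 77.5 times the reads of the other in t9580602_h1, 16.5 times in t12461172_h0, 51.5 times in t14327308_h0 and 73.6 times in t17341071_h1. The ratio of t14327308_h0 rests on 2 reads of the less abundant strand.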

**Figure S5.** Per base sequence quality of degradome sequencing profile.

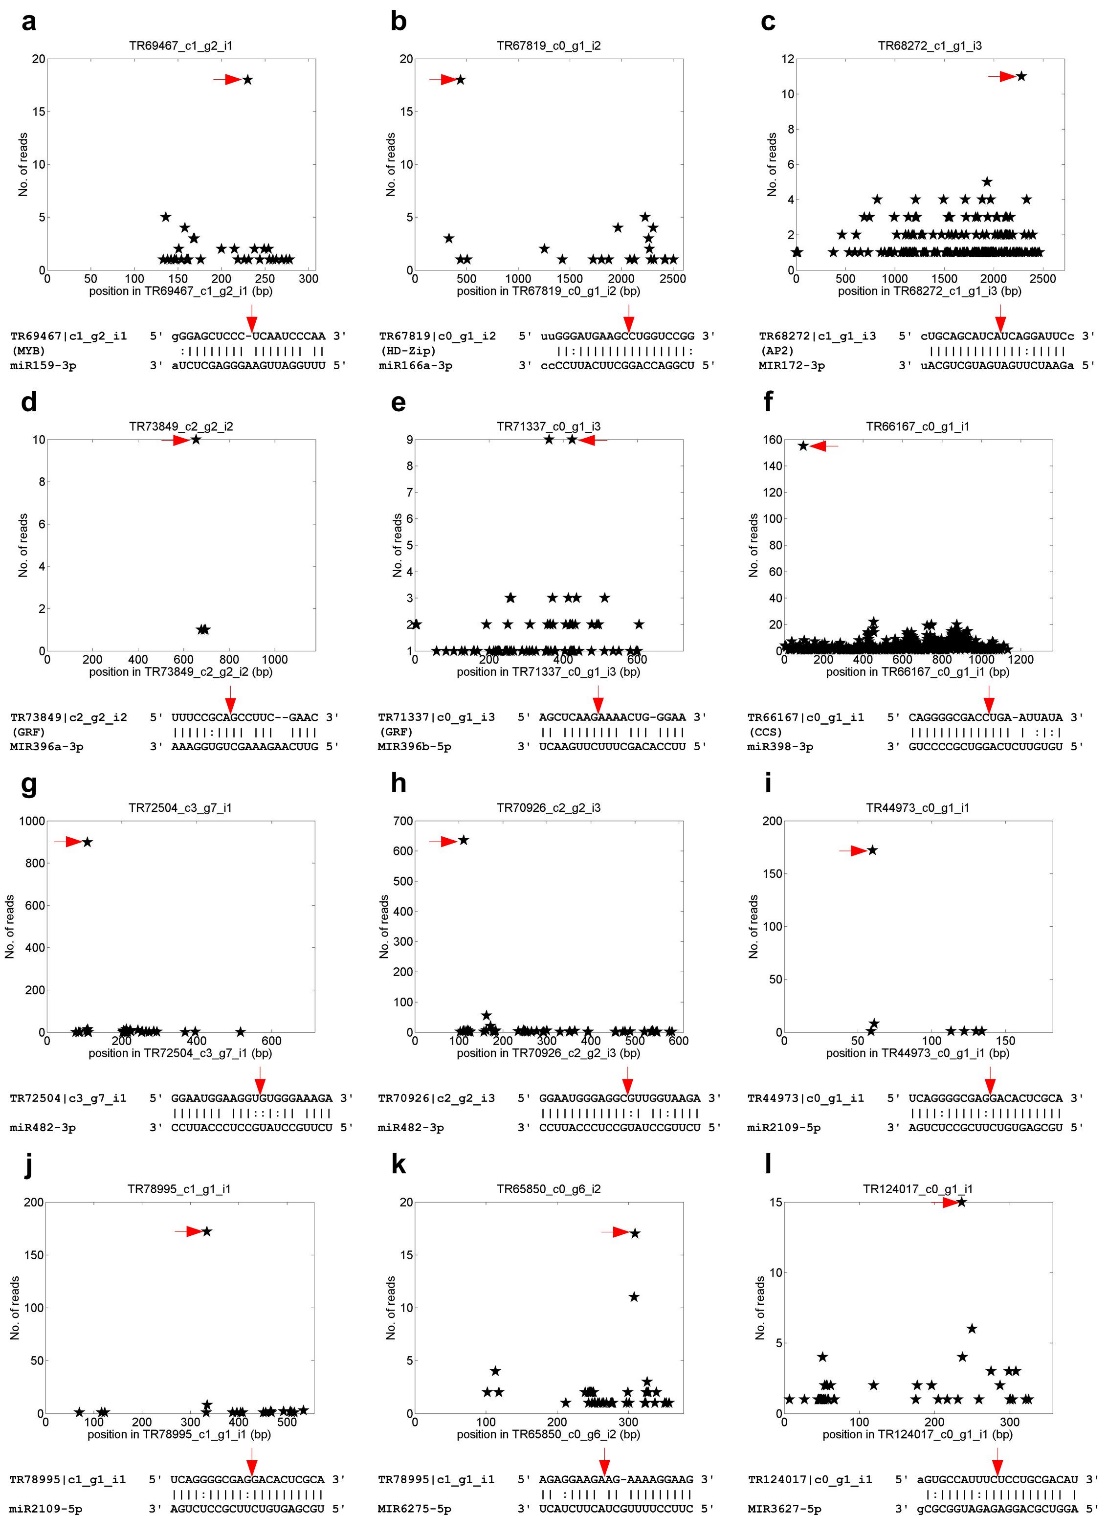

**Figure S6.** Some of the identified conserved miRNA targets. The x-axis is the position on the transcript, and y-axis is the number of reads detected from a position. The arrows in the upper parts correspond to the positions pointed by the arrows of the same colors in the lower parts. (a) miR159-3p: TR69467|c1_g2_i1, a MYB transcription factors gene. (b) miR166a-3p: TR67819|c0_g1_i2, a HD-Zip transcription factors gene. (c) MIR172-3p: TR68272|c1_g1_i3, an AP2 transcription factors gene. (d) MIR396a-3p: TR73849|c2_g2_i2, a GRF gene. (e) miR396b-5p: TR71337|c0_g1_i3, a GRF gene. (f) miR398-3p: TR66167|c0_g1_i1, a CCS gene. (g) miR482-3p: TR72504|c3_g7_i1. (h) miR482-3p: TR70926|c2_g2_i3. (i) miR2109-5p: TR44973|c0_g1_i1. (j) miR2109-5p: TR78995|c1_g1_i1. (k) MIR6275-5p: TR78995|c1_g1_i1. (l) MIR3627-5p: TR124017|c0_g1_i1.

How the deposited data were processed for this re-analysis (not part of the article)

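Small RNAs of roots, petals, pollen, stamens and leaves of R. rugosa were sequenced in 10 libraries, 2 replicates per tissue, and each library was mapped to its tissue and replicate from its label and Table S1. For each library the authors deposited a list of unique sequences, each with its count of reads, as raw whole numbers. To make these counts the authors removed reads with more than 5 nucleotides of quality below 25, trimmed the 3′ adaptor and collapsed identical reads, and the trimming program is not named. The lists hold sequences of 18 to 46 nt of all kinds. The authors' removal of repeats and non-coding RNAs with SOAP2 and their alignments to the transcriptome and genome are not in these lists, and no genome or transcriptome of the species is among the files analysed here. The results on RNA-seq, the degradome, miRNA targets and the total numbers of PHAS loci were therefore left out.

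A miRNA's count was the number of reads of at least 18 nt lying wholly within its mature sequence of Table S5 without mismatch. A read within several mature sequences counts for each, which inflates the number of deregulated miRNAs relative to families. RPTM is the count per 10000000 reads of all lengths in the library. Depth was between 4922891 and 12701846 reads, so that 3 reads, used as the detection floor, equal between 2.36 and 6.09 RPTM. Sequences of Table S6 and of Figs. 6, 7 and S4 were counted in the same way and also as full-length identical reads. The TAS3a sequence was copied from Fig. 6a. Its 21 nt reads on both strands, antisense reads shifted by 2 nt, were assigned to registers, and windows of 210 nt were tested with the hypergeometric test. Shares of reads have 95% Wilson intervals, which cover the counting of reads only.

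Deregulated miRNAs were tested for each of the 10 pairs of tissues on the counts of the 4 libraries of the pair with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization on the summed miRNA counts, limma 3.58.1, R 4.3.3), over miRNAs with a mean of at least 5 RPTM in at least one of the 2 tissues, with a Benjamini-Hochberg FDR threshold of 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the test's F. It restates the test and is not a separate estimate of precision. Clustering used log2(RPTM + 1) of miRNAs with at least 5 RPTM in at least 2 libraries and an SD of at least 1, Euclidean distance and complete linkage. Single miRNAs were compared with two-sided exact permutation tests, whose p is the smaller tail doubled. This convention for the tail was fixed after first results had been seen; it gives larger p-values than the count of splits with an absolute difference as large. Correlations across libraries used 100000 permutations (seed 7). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

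The alternatives tried were DESeq2 1.42.0 (Wald test with its own size factors), edgeR's classic exact test on RPTM values rounded to whole numbers as in Tables S8 to S10, no filter on low counts, all 10 libraries in one fit, the replicate number as a block, identical reads only, all reads of the library as library size without TMM, a pseudocount of 0.1, 1 minus Spearman's correlation as distance, 1 row per family, and leaving out each library in turn. The log2 fold changes of the classic exact test on the 211, 229 and 205 miRNAs of Tables S8, S9 and S10 lay within 0.00081 of the listed values. The test across miRNAs was tested on simulated counts with 100 miRNAs changed by 4 log2 units per pair at a dispersion of 0.1, where 99.3% of the changed miRNAs were recovered and 2.9% of the calls were false. Only 100 miRNAs were changed since at most 234 miRNAs are tested in a pair. The simulated counts were drawn independently for each miRNA and at the same dispersion for every pair. In the data, miRNAs share reads, and the median absolute log2 ratio between replicates ran from 0.318 in pollen to 0.876 in leaf. The simulated rates therefore cannot be taken as the power or the false calls of the real comparisons. The phasing script recovered the planted register in 2 of 2 simulations.

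The miRNAs and siRNAs named in the text were chosen by a rule: every miRNA or siRNA that the results text or Figs. 6, 7 and S4 name and whose sequence is given in Tables S5 or S6 or the figures, and for each pair of tissues the miRNA with the largest absolute log2 fold change among those with an FDR below 0.05 whose 2 libraries of one tissue both lie above the 2 of the other. No miRNA met the rule between petal and stamen. The abundant 22 nt sequence, the hairpin strands shared with Table S6, the most abundant sequences of TAS3a and the families that differ between replicates were picked after the data had been seen. Regrouping all samples of a pair was not used as a test, since 2 libraries per tissue allow too few splits.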

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

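A 22 nt sequence that is in neither Table S5 nor Table S6, AGUUACUAAUUCAUGAUCUGGC, had 944898 identical reads over the 10 libraries, and 1804790 reads shared its start. The most abundant miRNA of Table S5 had 623126 reads. It was flagged because it is a strong signal in sequences outside those the tables at hand list, far above the 3 reads a library can show. Table S19, which lists the 22 further miRNAs of the paper, is not in the files analysed here, so the paper may list this sequence there. Reads with its start made up 11.2% and 7.42% of all reads in the leaf libraries, 1.56% and 2.33% in petal, 0.83% and 0.91% in pollen, 0.61% and 0.58% in stamen and 0.38% and 0.43% in root. Both leaf libraries lay above all 8 others, by 3.29 in mean log2(RPTM + 1) (exact permutation test, p = 0.0444, the smallest p that 2 against 8 allow). The comparison was chosen after the values had been seen, and no other tissue was tested.

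If the reads came from random breakdown of a longer RNA, their 5′ ends would be spread, but 98.66% of the overlapping reads shared the same 5′ end, and 91.7% of the reads with that start were 22 nt long. If they came from a single contaminated library, few libraries would hold them, but it exceeded 100 RPTM in 10 of 10 libraries. For a miRNA, a star strand would be expected among the reads. The most abundant candidate, with 5 mismatches, had 338 reads, and 34 of 200 shuffled sequences found a partner with as many (permutation p = 0.17). The same search found the star of only 7 of 17 precursors of Table S6, so it has low power and leaves this explanation open. The prediction for the star strand was written before the result was seen and the other predictions after it. The counts are raw, so that no normalization by the authors enters, but a sequence that takes this share of the leaf libraries lowers the RPTM of every other leaf sequence. The shared 5′ end argues against random breakdown only. A fragment of a longer RNA with a fixed 5′ end was not tested, and the lists still hold other non-coding RNAs. Reads from another organism present in all samples, a strain variant and a difference between library batches were also not tested. No genome and no batch labels are at hand. The pattern may reflect an abundant small RNA with a defined 5′ end that is higher in leaf, but it cannot be told apart from these untested explanations.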

How the results depend on the processing

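The alternatives were listed before the processed files arrived, except the TAS3a register holding most reads, which was added after seeing the data. A tested result was taken as kept when its direction and its side of the threshold stayed the same, and a count when it stayed within 1.5 times the main count. The TAS3a shares counted as kept lay within the 95% interval of the main share, 25.9% to 27.4%, and those counted as moved lay outside it. By these limits 13 of 33 results were kept under every alternative. Among them the grouping of libraries by tissue, the difference of MIR167j and the 4 correlations stayed on their side of the threshold while their values moved. So did MIR827a in root against pollen and against leaf. MIR156c is also counted among the 13, but its exact permutation p of 0.071 is the smallest possible when the smaller tail is doubled. Its side of the threshold was therefore fixed beforehand and shows no stability. Its difference lay between 3.13 and 4.50. The counts that stayed within the limit were not constant: detected miRNAs fell from 321 to as few as 260, precursors with both arms from 22 to as few as 19, hairpin strands from 8 to 7, and reads from 78515641 to 63951450 when only 18 to 30 nt were kept. Of 298 alternative rows, 218 kept the result, 52 moved a value, 28 were weaker, and none was stronger or reversed. For the miRNAs named from the pairs, 18 of 97 rows were weaker. MIR156w and MIR396b could not be tested with identical reads only.

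With identical reads only, the number of deregulated miRNAs fell to 46 (from 89) between root and petal, 63 (from 129) between root and pollen, 27 (from 53) between root and stamen, 49 (from 77) between root and leaf, 25 (from 80) between petal and pollen, 18 (from 78) between petal and leaf, 63 (from 110) between pollen and leaf and 40 (from 75) between stamen and leaf, and was 1 (from 0) between petal and stamen. This counting leaves 130 to 149 miRNAs to test, so fewer nested miRNAs that repeat the same reads could be counted. DESeq2 gave 77 (against 129) between root and pollen and 56 (against 0) between petal and stamen. Fitting all 10 libraries together gave 92 (against 53) between root and stamen, 99 (against 0) between petal and stamen and 0 (against 6) between pollen and stamen. The shared dispersion then replaces the spread of the petal and stamen replicates, which could account for these changes. The classic exact test on RPTM gave 25 between petal and stamen and 12 between pollen and stamen, and dropping the filter gave 55 between petal and stamen. With all reads as library size, petal and stamen differed in 12, petal and leaf in 46 (against 78) and pollen and stamen in 30 miRNAs (against 6).

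With the replicate number as a block, 4 miRNAs (against 80) passed between petal and pollen, 25 (against 0) between petal and stamen, 0 (against 78) between petal and leaf and 0 (against 6) between pollen and stamen. A pairing of the libraries by number was not seen over all miRNAs, as the correlation of the replicate differences between 2 tissues was −0.048 on average (from −0.232 to 0.089) and 16 of 16 numberings gave a mean at least as high. This check does not exclude an effect shared by the same replicate number in some tissues or some small RNAs. The 24 nt share was higher in replicate 1 of petal (41.1% against 22.1%), stamen (34.4% against 11.5%) and pollen (24.4% against 21.6%), and lower in replicate 1 of root and leaf. The block leaves a single residual degree of freedom per pair, which limits these fits.

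Across the 4 fits per pair that each left out one library, the counts ranged from 0 to 91 between root and petal, 70 to 125 between root and pollen, 12 to 58 between root and stamen, 45 to 67 between root and leaf, 0 to 147 between petal and pollen, 0 to 53 between petal and stamen, 0 to 72 between petal and leaf, 0 to 17 between pollen and stamen, 41 to 134 between pollen and leaf and 0 to 66 between stamen and leaf. With one library in a tissue, its spread is taken from the other tissue alone, so counts of deregulated miRNAs from 2 replicates depend strongly on single libraries. The difference of MIR319g stayed between 4.11 and 5.35 with single libraries left out. Its p of 0.0556 or 0.222 in these fits is the smallest that the remaining libraries allow and is fixed by the design.

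Unique sequences numbered 6296815 in place of 25456782 when those read once in a library were dropped, so this total depends on depth. The share of 21 nt TAS3a reads in the register of the 3′ site was 26.6%. It was 7.77% of unique sequences, which weigh rare sequences like abundant ones, 81.5% with 1 nt allowed on either side, 31.1% without the most abundant sequence, which lies in the adjacent register, and 25.8% to 28.6% with single libraries left out. The register holding most reads, chosen after seeing the data, had 53.3%. Depth limits the 5p strand of t14327308_h0 (2 reads) and the siRNA of P21_TR75515 (13 reads over the libraries), whose tissue differences cannot be measured at this depth.

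The alternatives for the 21 nt and 24 nt PHAS loci were not run, since the loci need an assembly that is not in the files analysed here.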

Differences from the paper's values

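The lowest number of deregulated miRNAs over the 10 pairs of tissues was 0, between petal and stamen, against the paper's 12. Of the alternatives set before the files arrived, 2 gave the paper's value, a lowest count of 12, but for different pairs. edgeR's classic exact test on RPTM values gave 12 between pollen and stamen and 25 between petal and stamen. All reads as library size without TMM gave 12 between petal and stamen and 30 between pollen and stamen. Between root and stamen the classic test gave the paper's 65, and the fit without TMM gave 41. DESeq2's Wald test and the fit without a filter on low counts each gave 9, which is within 1.5 times of the paper's value without reaching it. Fitting all 10 libraries together (0), the replicate number as a block (0) and identical reads only (1) stayed far from it. Tables S8 to S10 hold values of edgeR's classic test.

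The paper states that libraries of the same tissue clustered together, and Fig. 3d joins the 2 petal libraries to each other before joining them to another library. Here petal replicate 2 lay slightly nearer to stamen replicate 2 (27.361) than to petal replicate 1 (27.383). A nearest distance is not the order of joining in a complete-linkage tree, so it does not contradict that figure. When the tree was cut into 5 clusters, root and leaf had a cluster of their own. Pollen and stamen shared a cluster, although each of their libraries was nearest to its own replicate. Neither petal library had joined another library at that cut, so the cut does not contradict the figure either. The paper states that miRNA levels are similar within a tissue. For stamen, Pearson's r between the replicates was 0.932, and the highest r with a library of another tissue was 0.957.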

Other observations

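Replicates of one tissue differed strongly in a few miRNA families, with each read counted once per family. miR399 had 7573 reads in petal replicate 1 and 5 in petal replicate 2 (1207-fold in RPTM), miR395 had 1149 and 189 reads in the stamen libraries (12.4-fold), and miR399 had 165 and 1857 reads in the leaf libraries (8.87-fold). These 3 of 175 combinations of family and tissue exceeded 8-fold with at least 100 reads in the higher replicate, so sampling noise at low depth would not account for them. A shift of a whole library, from library size or normalization, remains open in part. The median log2 ratio of replicate 1 to replicate 2 over the 35 families was 0.559 in stamen, where 25 families were higher in replicate 1, −0.551 in leaf, where 24 were higher in replicate 2, and −0.029 in petal. After this median was taken off, 2 of the 3 combinations stayed above 8-fold, miR399 in petal at 1232-fold and miR395 in stamen at 8.42-fold, whereas miR399 in leaf was at 6.05-fold. This test was chosen after the ratios had been seen. In 2 of the 3 combinations the higher replicate exceeded all 9 other libraries. A mixture with another of the 5 tissues that raised the higher replicate would not give this. In the other combination the higher replicate did not exceed them, and such a mixture remains open for it. A mixture that lowered the lower replicate was not tested by this check. A candidate explanation is that families known to follow nutrient supply vary with the state of the plant. The 6 tested families of a list of 7 had a mean absolute log2 ratio of 1.48 against 0.83 in the other families of the 35 (permutation p = 0.0099). The list and the cutoff were written after miR399, miR827, miR395 and miR398 had been seen to differ. Without these 4, the 2 families left had 0.695 against 0.831 (exact permutation p = 0.65), so the pattern rests on the families that prompted it. All predictions for this pattern were written after the result was seen. Growth conditions and batches of single plants are not in the labels, and the pattern cannot be told apart from a difference between them or a mislabelled sample.

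The share of 24 nt reads was 41.1% and 22.1% in the petal libraries and 34.4% and 11.5% in the stamen libraries. Fragments of longer RNA could dilute the small RNAs in one replicate. Among reads of 18 to 30 nt only, the smaller of the 2 differences was still 21.3 percentage points, so fragments of 31 nt or more did not account for it. The prediction for this test was written after the result was seen. Shorter fragments of 18 to 30 nt stay in this count, so their part was not tested. Stage of the flower and library batch were not tested, as neither is in the labels.

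TAS3a_D8(+) was at 29.3 RPTM in leaf replicate 1 and 331 in leaf replicate 2, an 11.3-fold difference. If a single over-amplified sequence were the source, the other 21 nt reads of TAS3a would not differ. They differed 3.66-fold in the same direction, as the prediction written before the result required for rejecting it, although by less than TAS3a_D8(+) itself. No biological explanation was tested, since both libraries are of the same tissue.

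Abundances of triggers and siRNAs were compared over the 10 libraries as log2(RPTM + 1), a family of 4 relations set before the files arrived. Pearson's r was 0.23 for MIR390a and TAS3a_D8(+) (permutation p = 0.53) and 0.37, 0.26 and 0.47 for miR482-3p and the siRNAs of P21_TR70926, P21_TR75515 and P21_TR72504 (permutation p = 0.29, 0.45 and 0.17), with an adjusted p of 0.53 for each. Spearman's rho was 0.21, 0.44, 0.31 and 0.55 in the same order (permutation p = 0.56, 0.20, 0.38 and 0.11, adjusted p 0.56, 0.41, 0.50 and 0.41). Without root replicate 2 and leaf replicate 2, the libraries farthest from the median of the trigger, r was 0.55, 0.57, 0.49 and 0.32. None was past the threshold. The 2 libraries of a tissue are not independent, and 10 libraries can show only strong relations. Over the means of the 5 tissues, r was 0.29, −0.54, −0.45 and 0.76 in the same order. The sign of r was thus not stable for miR482-3p with the siRNAs of P21_TR70926 and P21_TR75515. No batch labels are at hand to recompute r within batches.

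Of the 4 hairpins drawn in Figure S4, t12461172_h0 has both strands in common with the precursor MIR398a of Table S6, and t17341071_h1 with miR156a1 and miR156a2. Their reads, 22404 and 23852 on the 5p strands, are therefore also counts of these conserved miRNAs.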
